# An ultra-conserved poison exon in the *Tra2b* gene encoding a splicing activator is essential for male fertility and meiotic cell division

**DOI:** 10.1038/s44318-024-00344-6

**Published:** 2025-01-02

**Authors:** Caroline Dalgliesh, Saad Aldalaqan, Christian Atallah, Andrew Best, Emma Scott, Ingrid Ehrmann, George Merces, Joel Mannion, Barbora Badurova, Raveen Sandher, Ylva Illing, Brunhilde Wirth, Sara Wells, Gemma Codner, Lydia Teboul, Graham R Smith, Ann Hedley, Mary Herbert, Dirk G de Rooij, Colin Miles, Louise N Reynard, David J Elliott

**Keywords:** Poison Exon, Alternative Splicing, Ultraconserved Genome Sequence, Spermatogenesis, Fertility, Development, RNA Biology

## Abstract

The cellular concentrations of splicing factors (SFs) are critical for controlling alternative splicing. Most serine and arginine-enriched (SR) protein SFs regulate their own concentration via a homeostatic feedback mechanism that involves regulation of inclusion of non-coding ‘poison exons’ (PEs) that target transcripts for nonsense-mediated decay. The importance of SR protein PE splicing during animal development is largely unknown despite PE ultra-conservation across animal genomes. To address this, we used mouse genetics to disrupt an ultra-conserved PE in the *Tra2b* gene encoding the SR protein Tra2β. Focussing on germ cell development, we found that *Tra2b* PE deletion causes azoospermia due to catastrophic cell death during meiotic prophase. Failure to proceed through meiosis was associated with increased *Tra2b* expression sufficient to drive aberrant Tra2β protein hyper-responsive splice patterns. Although critical for meiotic prophase, *Tra2b* PE deletion spared earlier mitotically active germ cells, even though these still required *Tra2b* gene function. Our data indicate that PE splicing control prevents the accumulation of toxic levels of Tra2β protein that are incompatible with meiotic prophase. This unexpected connection with male fertility helps explain *Tra2b* PE ultra-conservation and indicates the importance of evaluating PE function in animal models.

## Synopsis

A non-coding “poison exon” (PE) in the *Tra2b* gene contains a premature termination codon and reduces Tra2β protein expression via a homeostatic feedback control pathway: at increased levels, Tra2β splicing factor binds to the poison exon and promotes its inclusion. This study shows that such regulation is essential for male gametogenesis, explaining the high conservation of this exon across vertebrate genomes.

- SR family splicing factor gene transcripts show high poison exon inclusion in the testis.
- *Tra2b* poison exon deletion leads to male infertility due to germ cell death at meiotic prophase.
- Loss of *Tra2b* poison exon leads to Tra2β accumulation and aberrant Tra2β-dependent splicing patterns.

## Abstract (web summary)

Fine-tuning of Tra2β splicing factor expression via conserved poison exon splicing is essential for meiosis.

## Introduction

Almost all human genes are split into exons and introns, and thus depend on splicing to join exons together and make functional mRNAs (Berget et al, 1977). However, not all exons are protein coding (Aspden et al, 2023). In particular, a group of non-coding exons called “poison exons” (abbreviated PEs) introduce premature stop codons into mRNAs. PEs block mRNA translation and target mRNAs for degradation by nonsense-mediated decay (NMD). PEs have been found in over a third of human protein-coding genes in kidney, liver, CNS and eye mRNAseq datasets (Lim et al, 2020). Despite this, PEs are notoriously elusive, under-represented in mRNAseq datasets because of degradation via NMD (Kovalak et al, 2021), and commonly not detected by genome annotation algorithms. Poison exons have been identified as potential therapeutic targets in cancer and neurological disease (Leclair et al, 2020; Neumann et al, 2020; Preußner et al, 2023; Naro et al, 2019; Lin et al, 2023), so it is important to understand their normal functions in the healthy body.

A particularly intriguing group of PEs are embedded in the genes encoding serine/arginine-enriched (SR) RNA-binding proteins (Ni et al, 2007; Lareau et al, 2007). These SR protein gene PEs are potentially very important since they are encoded by “ultra-conserved” genome sequences. Ultra-conserved sequences are defined as being identical between human and mouse, and are also almost identical across more divergent vertebrate species including rat, chicken and dog (Snetkova et al, 2022). SR protein gene PEs operate in feedback loops: increasing levels of SR protein expression activate PE inclusion into their own pre-mRNAs, and thereby block further SR protein production. In this way, SR protein PEs have been proposed to maintain robust transcriptomes by preventing “spikes” occurring in SR protein expression levels (Jangi and Sharp, 2014). Recent landmark studies (Thomas et al, 2020; Leclair et al, 2020) using cultured cell lines have shown SR protein PEs are not essential for mitotic proliferation, and rather have tumour suppressor activities by acting as a brake on SR protein expression. However, whether normal tissues and developmental stages need to be protected from spikes in SR protein expression, and if so why, is almost completely unknown. This knowledge gap within living animals is particularly salient since (somewhat surprisingly), genetic deletion from mice of non-coding ultra-conserved sequences that operate as transcriptional enhancers cause only subtle developmental effects insufficient to compromise survival and/or fertility (Snetkova et al, 2022).

Here we have sought to address the developmental importance of a PE embedded within the SR protein gene *Tra2b* (Fig. 1A). Increased Tra2β protein auto-activates *Tra2b* PE splice inclusion, thus blocking further Tra2β protein production (Stoilov et al, 2004), and also cross regulates a PE in the *Tra2a* gene (a paralog of *Tra2b* which encodes the similar Tra2α protein) (Best et al, 2014b; Leclair et al, 2020; Grellscheid et al, 2011a). The *Tra2b* PE is 100% identical between human, mouse and rat, and 96% identical across 300 million years of evolution between human, chicken and lizard. This level of *Tra2b* PE ultra-conservation even exceeds some *Tra2b* protein coding exons: for example, mouse *Tra2b* exon 4 is only 93.65% identical with human. Despite its extreme conservation, deletion of the human *TRA2B* PE does not prevent mitotic division in cultured cells, but rather promotes cellular proliferation (Thomas et al, 2020; Leclair et al, 2020). Similarly, transition between transplanted naïve and effector T cells in response to antigen stimulation does not take place properly without the *Tra2b* PE, suggesting that skipping of this exon helps drive mitotic cell proliferation, similar to the model of PE function in cancer cells (Karginov et al, 2024).

**Figure 1:**
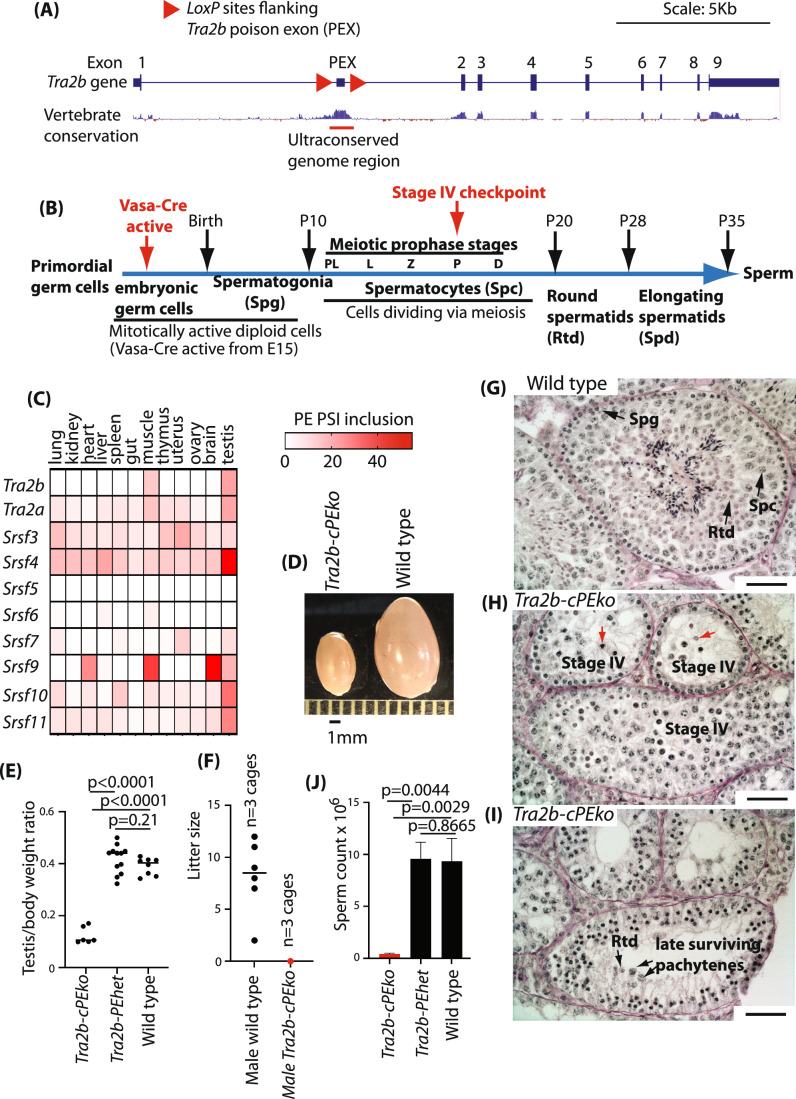
The *Tra2b* PE has an essential role in meiosis required for male fertility. (**A**) Screenshot from the UCSC genome browser (http://genome.ucsc.edu) (Karolchik et al, 2014) showing the mouse *Tra2b* gene, with PhyloP representation of base-wise vertebrate genome conservation, and the positions of the LoxP sites used to make the conditional *Tra2b-cPEko* mouse line. (**B**) Schematic of germ cell development showing the cell types between primordial germ cells and sperm. The timeframe of cell type appearance in embryonic development from E15 and during the first wave of neonatal spermatogenesis is shown above (postnatal days P1–P35). (**C**) Anatomic levels of inclusion of mouse SR protein gene PEs. Percentage Splicing Inclusion (PSI) levels were monitored using RT-PCR amplification between primers in exons flanking the PE for each gene. Mean data are shown from *n* = 5 adult mice (8 week old, tissues from 3 females and 2 males plus one extra testis sample). (**D**) Testis morphologies of wild type and *Tra2b-cPEko* 19-week-old adult testes (scale shown in millimetres). (**E**) Testis:body weight ratios of different genotype adult mice (age range 9–25 weeks). Sample sizes *n* = 6 testes from *Tra2b-cPEko*, *n* = 11 testes from *Tra2b-cPEhet* mice and *n* = 8 testes from wild type mice). The mean is shown as a horizontal black line, and *P* values were calculated using a t test. (**F**) Litter sizes of *Tra2b-cPEko* males and wild type males after crossing with wild type female mice. Individual litter sizes from wild type mice are shown as black dots, and the mean as a horizontal line. No litters were obtained from *Tra2b-cPEko* mice (red dot). 3 breeding cages of each cross were maintained until each of the wild type cages had produced a litter (male mice mated aged 7–11 weeks). (**G**) Micrograph of wild type adult testis section stained with periodic acid Schiff (PAS). Slides analysed from *n* = 1 wild type testes. Black arrows point to examples of spermatogonia (abbreviated Spg), spermatocytes (abbreviated Spc) and round spermatids (abbreviated Rtd). Scale bar = 20 μm. (**H**, **I**) Micrographs of PAS-stained adult *Tra2b-cPEko* testis sections. Panel (**H**) shows 3 stage IV arrested tubules: red arrows point to apoptotic pachytene cells detected by PAS staining. Panel (**I**) shows rare tubule containing late surviving pachytene cells and some round spermatids. Scale bar = 20 μm. Abbreviations for cell types as in (**B**). Slides analysed from *n* = 2 *Tra2b-cPEko* testes. Scale bar = 20 μm. (**J**) Sperm counts from wild type and *Tra2b-cPEko* mice. Sample size *n* = 2 *Tra2b-cPEko*; *n* = 3 *Tra2b-cPEhet* mice; *n* = 5 wild type mice (age range 18–25 weeks). Graph shows mean +/− SD. Statistical significances were measured using unpaired t tests (Graphpad prism). Source data are available online for this figure.

Intriguingly, particularly high levels of *Tra2b* PE inclusion are detected in adult mouse testis (Grellscheid et al, 2011a), suggesting a possible role in spermatogenesis. Importantly, spermatogenesis involves specialised cell types including both mitotically proliferating cells and cells undergoing meiosis (Fig. 1B) that cannot be investigated using cell culture approaches used to globally monitor PE function (Thomas et al, 2020; Leclair et al, 2020). Both splicing factor expression and alternative splicing are dynamically modulated during spermatogenesis and important for male fertility (Naro et al, 2021; Schmid et al, 2013; Oud et al, 2022; Rong et al, 2023). However, it has been unknown whether the *Tra2b* poison exon is important during spermatogenesis. Here, we find that the *Tra2b* PE is essential during meiotic prophase to prevent hyper-activation of particularly sensitive splice sites with high associated levels of Tra2β binding, but not required by mitotically proliferating cells. This discovery of exquisite cellular specificity for PE function provides a paradigm to understand ultra-conserved SR family PE function during the development of complex animal tissues. These data indicate that PEs might have unexpected roles in other developmental programmes, and are potentially important for the development of molecular therapies that target PE function (Leclair et al, 2020).

## Results

### SR protein family PEs are frequently spliced within the testis

We first carried out isoform-specific PCR analyses to monitor SR family PE inclusion across different mouse tissues (Fig. 1C). As shown previously, particularly high levels of *Tra2b* PE inclusion were detected in the testis (Grellscheid et al, 2011a). PE-containing splice isoforms for *Tra2a*, *Srsf3*, *Srsf4*, *Srsf7*, *Srsf9*, *Srsf10* and *Srsf11* mRNAs were also detected within the testis in addition to variable expression across other tissues. The only exceptions were *Srsf5* and *Srsf6*, for which PE inclusion was generally low or not detected (Fig. 1C). Alignment of publicly available mRNAseq data (Data ref: (Soumillon et al, 2013)) also detected high *Tra2b* poison exon inclusion within the adult testis compared to liver and brain (Appendix Fig. S1A). Aligned mRNAseq data from purified adult testis cell types (Data ref: (Soumillon et al, 2013)) showed higher levels of *Tra2b* poison exon containing isoforms within spermatocytes and spermatids compared to spermatogonia and Sertoli cells (Appendix Fig. S1B). Thus the *Tra2b* PE is upregulated in meiotic cells.

### The *Tra2b* PE is essential for male fertility

The high levels of SR protein gene PE-containing isoforms detected within the testis did not necessarily imply functional importance, since these isoforms could result from meiotic changes to the NMD environment that may generally stabilise frameshifted transcripts (Shum et al, 2016; Jones and Wilkinson, 2017). To thus test whether SR protein gene PE splicing is important within the testis, we deleted the *Tra2b* PE within the male germ line and monitored the effect on germ cell development.

CRISPR/Cas9 was used to flank the mouse *Tra2b* PE with *LoxP* sites (Fig. 1A and Methods) and create a new conditional *Tra2bPE*^*fl*^ allele. Homozygous deletion of the *Tra2b* PE was then driven within germ cells using the germ cell-specific *Vasa-Cre* transgene (Gallardo et al, 2007). *Vasa-Cre* produces a recombinase that is specifically active in embryonic germ cells of both male and female mice from E15 (embryonic day 15, Fig. 1B). *Vasa-Cre*-mediated recombination between *LoxP* sites is reported to be 97% complete by birth (Gallardo et al, 2007). Experimental mice were generated with the following genotypes: *Tra2bPE*^*fl/+*^ (hereafter known as wild type); *Tra2b*^*fl/-*^ and *Tra2b*^*fl/+*^*;Vasa-Cre* (hereafter known as *Tra2b-PEhet*); and *Tra2b*^*fl/-*^*;Vasa-Cre* (hereafter known as *Tra2b-cPEko*). Details of the crosses used to generate these experimental mice are given in Fig. EV1A–C. Note that since *Vasa-Cre* is only expressed in germ cells, such *Cre*-mediated recombination removes the *Tra2b* poison exon specifically within germ cells (cells in the developmental pathway leading to sperm). This means that somatic cells within these *Tra2b-cPEko* testes (Sertoli cells, Leydig cells and myoid cells) will still have the *Tra2b* poison exon.

**Figure EV1:**
Generation of mice with germ cell-specific deletion of the *Tra2b* PE. (**A**) The *Tra2b* PE was flanked with *LoxP* sites. The blue primers bind only to the WT allele as the forward primer sits in the region that is removed and replaced by the insertion of the 5′ *LoxP* site. Thus, they will only amplify a non-floxed or non-recombined allele. The black reverse primer sits on the 3′ *LoxP* cassette and the forward in the floxed region so will only amplify floxed animals. Neither primer pair will amplify in cre-recombined animals. (**B**) Breeding scheme. *Vasa-Cre* was used to excise the *Tra2b* PE. Male *Vasa-Cre* transgenic mice were mated with female *Tra2bPE*^*fl/fl*^ mice to obtain *Tra2bPE*^*fl/+*^*;Vasa-cre* mice. We then mated male *Tra2bPE*^*fl/+*^*;Vasa-Cre* mice (the floxed allele will be deleted in mature sperm by the *Vasa-Cre* to generate a deletion allele) with female *Tra2bPE*^*fl/fl*^ mice to generate four possible genotypes. Actual mouse numbers born of each genotype are shown, along with actual and expected frequencies. (**C**) Example of genotyping result by agarose gel electrophoresis. Lane M marker, lanes 1, 2 presence of the *Vasa-Cre* transgene, lanes 3, 4, 5 different *Tra2b* PE alleles as shown in part (**A**). (**D**) Litter sizes of *Tra2b-cPEko* females and wild type females, after crossing with wild type male mice. Individual litter sizes from wild type female mice are shown as black dots, and the mean as a horizontal line. No litters were obtained from *Tra2b-cPEko* female mice (red dot). 3 breeding cages of each cross were maintained until each of the wild type cages had produced a litter.

Initial analyses of these mice showed that the *Tra2b* PE is essential for male fertility. The testes from adult *Tra2b-cPEko* mice were significantly smaller compared with wild type mouse testes (Fig. 1D,E). Adult male *Tra2b-cPEko* mice also failed to produce any litters when kept in cages with female wild type mice, while crosses of wild type littermates consistently produced pups (Fig. 1F). Interestingly, crosses of adult female *Tra2b-cPEko* mice with wild type male mice also failed to produce litters (Fig. EV1D). Hence the *Tra2b* PE is also required for female fertility (this is not discussed further in this report).

### The *Tra2b* PE is essential for meiotic cell division

Histological examination revealed that wild type adult testis contained all the expected germ cells at different stages of spermatogenesis, while there was an almost complete absence of haploid spermatids in the testes from *Tra2b-cPEko* littermates (Fig. 1G–I). This indicated the small testis size and infertility of *Tra2b-cPEko* mice was caused by a block in germ cell development during meiosis. More precise developmental staging of testis sections from adult *Tra2b-cPEko* mice revealed this block to be at Stage IV of spermatogenesis (Fig. 1B,H) (de Rooij and de Boer, 2003). The most advanced type of germ cells in an epithelial stage IV tubule in *Tra2b-cPEko* mouse testes are spermatocytes in the pachytene stage of the meiotic prophase. In these tubules, apoptosis of pachytene spermatocytes could be observed (indicated by red arrows in Fig. 1H).

A small number of later-stage pachytene cells and round spermatids were occasionally detected in testis sections from adult *Tra2b-cPEko* mice, indicating low level leakage of this Stage IV arrest phenotype (Fig. 1I). There was also a low level of sperm detected within the epididymis, with approximately 4 orders of magnitude less sperm recovered from the epididymis of *Tra2b-cPEko* mice versus wild type mice (Fig. 1J). These observations suggest that some isolated foci within *Tra2b-cPEko* testes remain able to complete spermatogenesis, although we cannot exclude that some germ cells escape *Vasa-Cre* mediated recombination.

The testes from *Tra2b-PEhet* mice showed no significant differences in testes weight or sperm count with wild type mice (Fig. 1E,J). Hence a single *Tra2b* allele with PE splicing control is sufficient to support successful spermatogenesis, so the wild type and *Tra2b-PEhet* genotypes are functionally equivalent in terms of germ cell development.

### Tra2β protein expression levels increase during the developmental window when germ cells die in the *Tra2b-cPEko* mice

Immunostaining of wild type testis sections showed that Tra2β expression is dynamically regulated during spermatogenesis. γH2AX is a marker of DNA double strand breaks and is widely distributed during leptotene and zygotene, but by early pachytene become enriched on the un-synapsed X and Y chromosomes to form a focal concentration called the “sex body” (Mahadevaiah et al, 2001; Turner, 2007). Immunofluorescent analysis of wild type testis sections showed that leptotene cells with general nuclear staining of γH2AX expressed lower levels of Tra2β protein compared to pachytene cells that localised γH2AX within a sex body (Fig. 2A–C). Immuno-histochemical analysis of wild type mouse testes confirmed high Tra2β protein levels during pachytene, the stage during which germ cells eventually die when reaching epithelial stage IV in *Tra2b-cPEko* mice (Fig. EV2A). In wild type mice, high levels of Tra2β expression are maintained up to diplotene stage, with weaker staining within the mitotically active spermatogonia and post-meiotic haploid round spermatids (Fig. EV2A). Less Tra2β protein expression was detected within the leptotene and zygotene meiotic sub-stages of spermatocyte development (Fig. EV2A). Further histological analyses of *Tra2b-cPEko* adult mouse testes confirmed that, besides becoming apoptotic, pachytene cells expressing high levels of Tra2β protein were also detaching into the lumen of their seminiferous tubules (Fig. EV2A).

**Figure 2:**
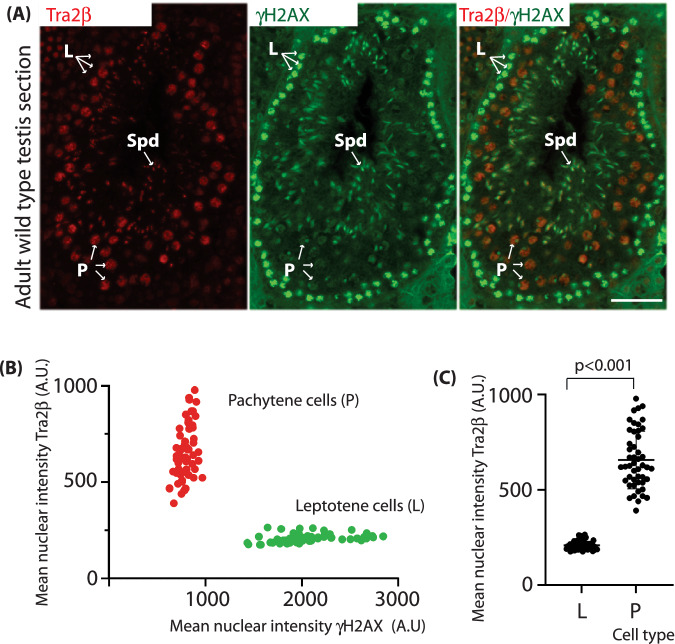
Tra2β protein expression levels increase during the developmental window when germ cells die in the *Tra2b-cPEko* mice. (**A**) Indirect immunofluorescent image of mouse testis seminiferous tubule at stage 9–10 stained for Tra2β and γH2AX. Representative leptotene cells (labelled L), pachytene cells (labelled P) and elongating spermatids (labelled Spd) are arrowed. Scale bar = 50 μm (*n* = 1 wild type testis). (**B**) Quantitation of individual nuclear expression levels of Tra2β and γH2AX from the image shown in (**A**). Nuclear intensities from cells identified as pachytene are labelled red, and from cells identified as leptotene are labelled green. The individual pachytene and leptotene nuclei were identified visually after quantification (*n* = 63 leptotene nuclei, and *n* = 61 pachytene nuclei). (**C**) Comparison of Tra2β protein immunofluorescence levels in the individual pachytene and leptotene nuclei (*n* = 63 leptotene nuclei, and *n* = 61 pachytene nuclei). Plots show mean and standard deviation, and statistical significance calculated using a t test (Graphpad prism). Source data are available online for this figure.

**Figure EV2:**
Analysis of the effect of *Tra2b* PE deletion at days P12 and P14 of mouse testis development. (**A**) Micrographs showing immunohistochemical detection of Tra2β protein in sections made from wild type and *Tra2b-cPEko* adult mouse testes (*n* = 2). Segments of seminiferous tubules at different stages are shown to enable all the major stages of postnatal mouse spermatogenesis to be visualised. Abbreviations for cell types shown in Fig. 1B, with the addition of SC (Sertoli Cell). Scale bar = 20 μm. (**B**, **C**) Micrographs of Haematoxylin-stained histological sections of (**B**) P12 mouse testes and (**C**) P14 mouse testes of different genotypes. Scale bar = 20 μM. Red arrows indicate sloughing germ cells. Scale bars = 20 µm. Sample numbers for each time point, *n* = 4 wild type and *n* = 4 *Tra2b-cPEko*.

### *Tra2b-cPEko* germ cells develop cellular and molecular defects

The above data indicate that Tra2β is significantly upregulated in pachytene cells compared to leptotene and zygotene cells. Germ cells with abnormalities can arrest during the pachytene stage of meiotic prophase, after which apoptosis is induced in aberrant cells that fail a quality check (called the stage IV checkpoint, Fig. 1B) (de Rooij and de Boer, 2003). To investigate in more detail the biological effects on meiotic prophase of deleting the *Tra2b* PE we monitored development of neonatal testes undergoing the first synchronous wave of spermatogenesis (Bellve et al, 1977). Histological analysis showed postnatal day 12 (P12) wild type and *Tra2b-cPEko* testes had similar cellular compositions (containing cells up to zygotene), although within the *Tra2b-cPEko* testes some zygotene cells already showed evidence of cell detachment into the lumen of seminiferous tubules (Fig. EV2B). Further histological analysis showed more extreme germ cell disruption of testes at postnatal day 14 (P14): while more pachytene cells had appeared in the wild type testis, within the *Tra2b-cPEko* mice large numbers of germ cells had sloughed off into the lumen of seminiferous tubules (indicated by red arrows in Fig. EV2C).

Further analysis confirmed the presence of cellular defects within the *Tra2b-cPEko* testis. Immunofluorescent staining for γH2AX on P12 testis sections showed that in wild type testes ~75% of late zygotene cells contained distinct focal concentrations of γH2AX staining typical of a mature sex body, with the remaining ~25% having a less mature elongated “tadpole-shaped” sex body structure (Mahadevaiah et al, 2001) (Fig. 3A). In contrast, while *Tra2b-cPEko* P12 testes still contained cells with general nuclear distributions of γH2AX typical of leptotene and zygotene, ~90% of those cells that contained a sex body had less mature elongated “tadpole-shaped” sex bodies (Fig. 3A).

**Figure 3:**
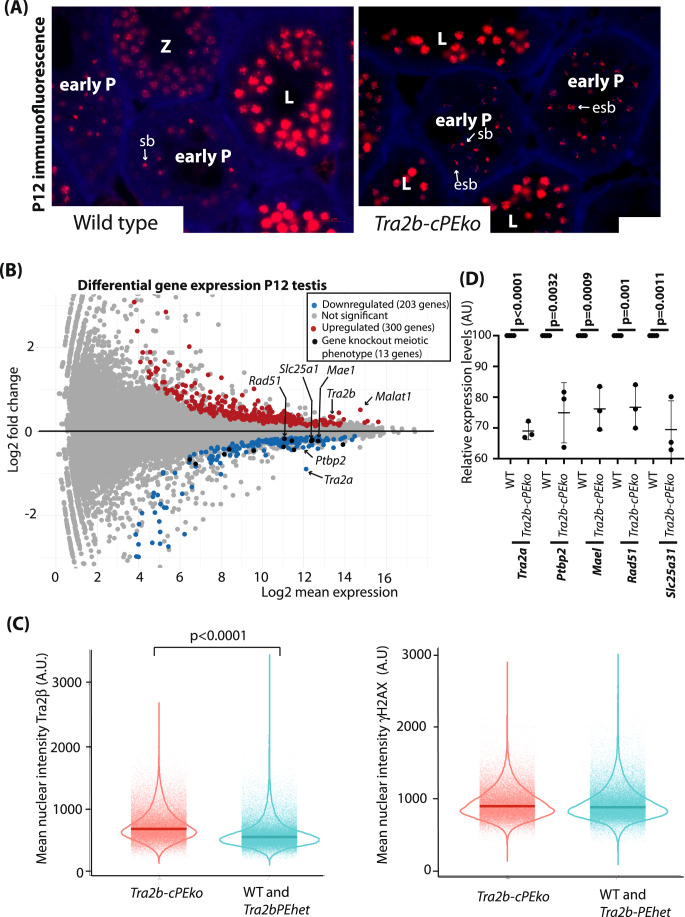
*Tra2b-cPEko* germ cells develop cellular and molecular defects. (**A**) Immunofluorescent detection of γH2AX on sections of P12 wild type and *Tra2b-cPEko* mouse testes (*n* = 4 of each genotype were analysed). Seminiferous tubules are labelled according to their cell content (L/Z: seminiferous tubules containing leptotene/zygotene cells; P: seminiferous tubules containing pachytene cells). Abbreviations: sb, sex body; esb, elongated sex body. Scale bar = 20 μm. (**B**) MAplot showing gene expression levels in P12 testis transcriptomes and how they change between testes from wild type and *Tra2b-cPEko* mice (using RNAseq data from *n* = 4 testes from each genotype, analysed using DESeq2). Genes with an adjusted *p* value of less than 0.05 (calculated by using the DESEQ2 default settings, that use a Wald test) are shown as red dots (if upregulated) or blue dots (if downregulated). Significantly downregulated genes that have been identified in mouse genetic analyses with an essential role in meiosis are shown as black dots (with further details in Fig. S2). Expression of all other genes are shown as grey dots. (**C**) Violin plot of Tra2β and γH2AX protein expression quantitation using indirect immunofluorescence of P12 testis sections (*n* = 331,667 identified and measured nuclei). Sections from 3 *Tra2b-cPEko* (shown in red) versus 1 wild type and 2 *Tra2b-PEhet* mice (shown in blue, chosen since these genotypes are both fertile) were analysed. Statistical significance was assessed using a Mann–Whitney U Test, and the median values are shown as a horizontal line. (**D**) Confirmation of predicted expression changes of a panel of genes between P12 wild type and *Tra2b-cPEko* testes using RT-qPCR (*n* = 4 per genotype). Pairwise tests of statistical significance were done using t tests, and the median line is shown in the scatter plot. Source data are available online for this figure.

### *Tra2b-cPEko* P12 testes exhibit increased *Tra2b* gene expression and decreased expression of key meiotic genes

The above data showed that the *Tra2b-cPEko* germ cells manifest developmental abnormalities at the zygotene/pachytene boundary, followed by cell death and sloughing off during pachytene. The first wave of mouse spermatogenesis is synchronised. 

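Stranded mRNA libraries made from the testes of 4 wild type and 4 *Tra2b-cPEko* mice, collected 12 days after birth, were sequenced, and the authors deposited the number of reads counted on each gene in each mouse, without normalization. The tables list 40840 genes by symbol, of which 9414 have no count in any library, and end with 5 summary lines in the form that htseq-count writes. The paper's methods describe alignment with HISAT2 to GRCm39 and quantification with Salmon, which writes no such lines, and do not state whether the counting used the strand of the reads. Between 36757386 and 59101569 reads per mouse were counted on genes, with a median of 45943100.5 in wild type and 41836490.5 in *Tra2b-cPEko* testes. No single gene took more than 0.404% of the counts of a library. Differential expression was tested with edgeR's quasi-likelihood test on counts normalized by the TMM method, for the 19104 genes that passed edgeR's filter on low counts with a least count of 10. The square root of the common dispersion, the biological coefficient of variation, was 9.56%. In a principal component analysis of the log2 CPM (normalized counts scaled to the library total), the first component took 30.7% of the variance and the second 21.7%. Scores on the first component were between -30.5 and 3.00 in the wild type mice and between 9.07 and 25.0 in the *Tra2b-cPEko* mice. Chance gives such a separation in 2.86% of cases. Within wild type, replicates A and B scored -29.3 and -30.5, and replicates C and D 3.00 and -3.70. That gap is wider than the one between the genotypes, so the component does not reflect genotype alone.

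**Figure D1:**
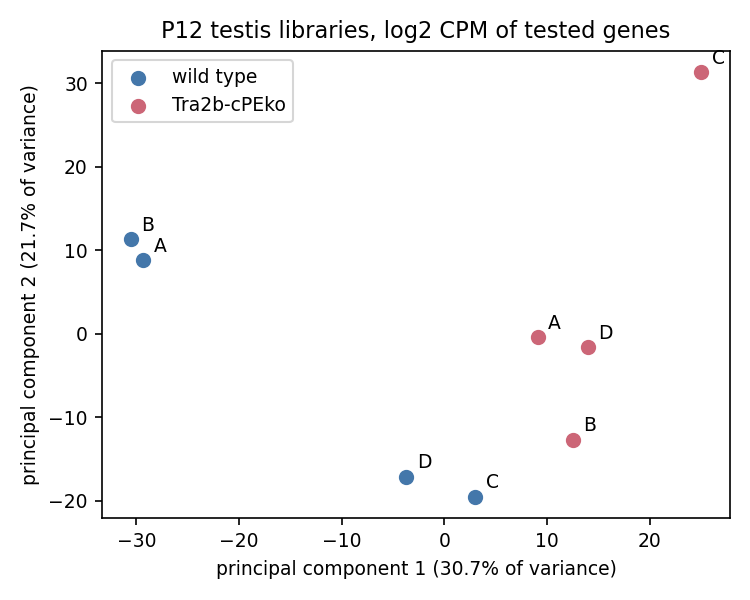
Scores of the 8 P12 testis libraries on the first (x axis) and second (y axis) principal components of log2 CPM, with 1 point per mouse, its replicate letter beside it and its genotype as colour. Wild type mice lie between -30.5 and 3.00 on the x axis and *Tra2b-cPEko* mice between 9.07 and 25.0, while *Tra2b-cPEko* replicate C lies farthest from the others on the y axis, at 31.3. Wild type replicates A and B lie far to the left of wild type replicates C and D.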

We thus used RNAseq to monitor patterns of gene expression in whole *Tra2b-cPEko* and wild type testes taken at P12, in which the most advanced germ cells would be near the zygotene/pachytene boundary. 

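With an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 30 of the 19104 genes tested differed between *Tra2b-cPEko* and wild type testes. The unadjusted p was under 0.05 for 2922 genes. In each of the 30 genes, the values of the 4 *Tra2b-cPEko* mice did not overlap those of the 4 wild type mice. Among all genes tested, 8.54% did not overlap, where chance gives 2.86%. The alternative that moved this number most was DESeq2 with its default settings, which gave 507 genes of the 18149 with an adjusted p, including all 30. Of the 507, 501 were tested by edgeR and 500 had an unadjusted edgeR p under 0.05. The count of edgeR calls also depended on single mice. It was 9 without wild type replicate A, 9 without B and 84 without C, and 10, 76, 9 and 3 without *Tra2b-cPEko* replicates A, B, C and D respectively. Without wild type replicate D it was 22. In counts simulated from these libraries with 200 genes changed by a log2 fold change of 0.3 in size, edgeR found 32% of the changed genes and DESeq2 40.5%, and 3 and 20 unchanged genes were called. The simulated dispersions followed the fitted trend alone, without differences between single genes. The simulation thus cannot account for the 30 calls against 507. The paper's table of differentially expressed genes holds 503 genes, and all are in the count tables. The edgeR fit gave 493 of them a fold change, all in the paper's direction, and called 30. DESeq2 called 498 of the 503 and gave all of them a log2 fold change within 0.001 of the paper's.

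**Figure D2:**
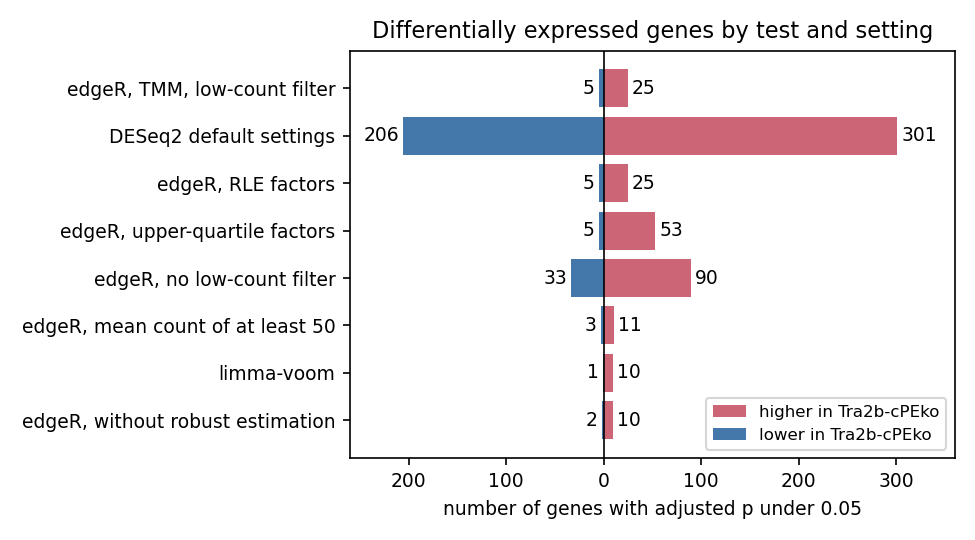
Number of genes with an adjusted p under 0.05 (x axis), higher in *Tra2b-cPEko* to the right of 0 and lower to the left, for each test and setting (y axis). The edgeR fit with TMM normalization and a low-count filter gives 25 higher and 5 lower genes, and DESeq2 301 and 206.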

Bioinformatics analysis of this whole P12 testis RNAseq data using DESeq2 (Love et al, 2014) identified 503 genes that were differentially expressed (with an adjusted *p* value of less than 0.05) between *Tra2b-cPEko* versus wild type testes (Fig. 3B and Fig. 3 Source data). These genes comprised 300 upregulated and 203 downregulated genes (red and blue dots respectively in Fig. 3B). These relatively similar numbers of upregulated and downregulated genes are consistent with the histological data (Fig. EV2B) that showed no changes in overall cell type composition between *Tra2b-cPEko* versus wild type testes at P12.

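Of the 30 genes called by edgeR, 25 were higher and 5 lower in *Tra2b-cPEko* testes, so that 83.3% were higher. With upper-quartile normalization factors the split was 53 to 5, or 91.4% higher, and with DESeq2 it was 301 to 206, or 59.4% higher. The median size of the log2 fold change was 0.66 among the 30 genes and 0.36 among the DESeq2 calls. Among called genes with a mean of at least 1 CPM, the 5 with the largest increase were *Tshb*, *Gm36394*, *Gm52520*, *Lrrn4* and *LOC118568763*, with log2 fold changes between 0.81 and 1.44. The thyrotropin beta subunit gene *Tshb*, on chromosome 3 of GRCm39 from 102682781 to 102690034, had 5.27 ± 0.615 CPM (SD, n = 4) in *Tra2b-cPEko* and 2.06 ± 0.391 CPM (SD, n = 4) in wild type testes. Its log2 fold change was 1.35 (standard error 0.15, adjusted p = 0.00632 from the same test), and it overlaps the gene *Tspan2* on the other strand, whose reads an unstranded count could not tell apart. *G530011O06Rik* had the largest log2 fold change of all 30, 3.59, from 0.144 CPM in wild type testes. The 5 largest decreases were in *Tra2a*, *Tuba3b*, *Ints8*, *Sohlh1* and *Orc2*. Except for *Tra2a*, their log2 fold changes were between -0.38 and -0.27 and their adjusted p between 0.0331 and 0.0421. *Tuba3b* has a near-identical copy, *Tuba3a*, and *Ints8* and *Orc2* overlap *Ccne2* and *Nif3l1* on the other strand. With each mouse left out in turn, none of the 30 genes changed sign, 3 (*Tra2a*, *Tshb* and *Gm41607*) stayed under 0.05 each time, and the median gene did so in 3 of the 8 fits.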

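Lists of marker genes for testis cell types were tested with limma's camera on log2 CPM, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 33 lists. Among somatic cells, the 14 Sertoli cell genes had a median log2 fold change of -0.03 (adjusted p = 0.755), the 9 Leydig cell genes one of 0.40 (adjusted p = 0.755) and the 10 endothelial genes one of 0.03 (adjusted p = 0.755). The 12 genes of peritubular and interstitial stromal cells were higher in *Tra2b-cPEko* testes, with a median of 0.09 (adjusted p = 0.0299), and so were the 11 macrophage genes, with a median of 0.28 (adjusted p = 2.47e-04). The mean log2 CPM of the macrophage list was higher in all 4 *Tra2b-cPEko* mice than in every wild type mouse, while the values of the stromal list overlapped. The stromal list holds *Mgp*, a gene of the paper's table of differentially expressed genes, which had been read when the lists were written. None of the lists that camera called kept an adjusted p under 0.05 with fry or with an estimated correlation. The stromal call was lost without wild type replicate D (adjusted p = 0.301) and without *Tra2b-cPEko* replicates B (0.170) and C (0.260), with adjusted p over all its alternatives between 0.00546 and 0.862. The 12 genes of undifferentiated spermatogonia had a median of -0.04 (adjusted p = 0.544). It was 0.0178 without wild type replicate D, and -0.22 (adjusted p = 0.00408) with the mean of the pachytene list as a covariate, a fit chosen after seeing the data, while over all alternatives the adjusted p lay between 0.00408 and 0.900.

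**Figure D3:**
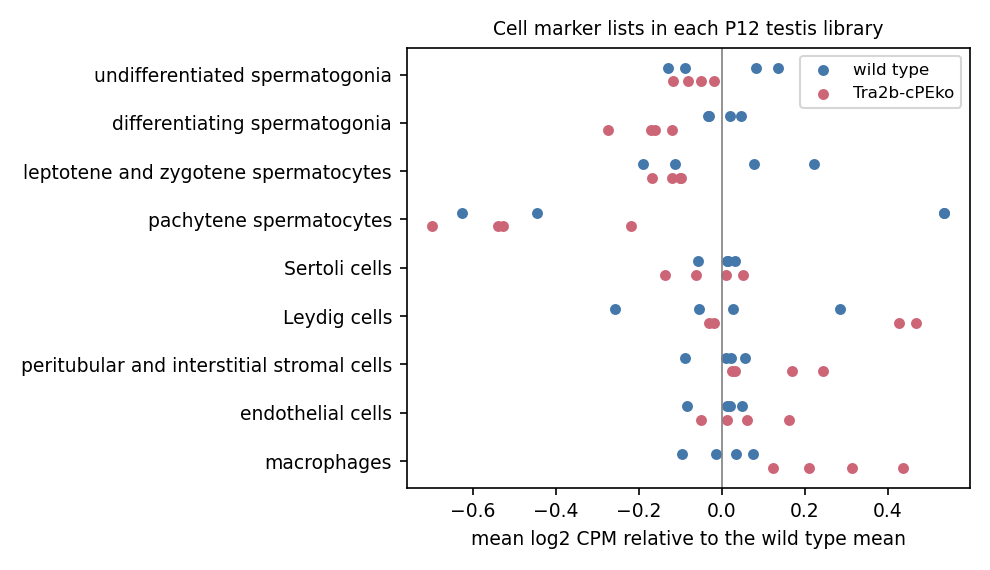
Mean log2 CPM of each list of marker genes (y axis) in each mouse, relative to the mean of the 4 wild type mice (x axis), with 1 point per mouse and the genotype as colour. The macrophage list lies higher in the 4 *Tra2b-cPEko* mice than in the wild type mice, and the pachytene list has the widest spread among wild type mice (SD 0.62).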

Notably, this RNA seq also indicated that whole P12 *Tra2b-cPEko* testes had upregulated *Tra2b* mRNA expression (Log2-fold expression change of 0.269, equivalent to ~20% increased expression, padjust = 0.00021, Fig. 3B). 

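*Tra2b* lies on chromosome 16 of GRCm39 from 22063266 to 22084824. Counts over the whole gene do not separate the poison exon from the other exons, so they cannot show its deletion and do not check the genotype labels. Each library holds between 6987 and 10367 reads on *Tra2b*. Its level was 198 ± 8.49 CPM (SD, n = 4 mice) in *Tra2b-cPEko* and 164 ± 8.93 CPM (SD, n = 4) in wild type testes, an increase of 20.7%. The log2 fold change was 0.27 (standard error 0.05), with an adjusted p of 0.0552 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is not under the threshold of 0.05. DESeq2 gave the same log2 fold change to 2 decimals and an adjusted p of 1.95e-04. Every *Tra2b-cPEko* mouse had a higher level than every wild type mouse (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). The adjusted p was also under 0.05 with upper-quartile factors (0.0318), without the low-count filter (0.0128), without wild type replicate D (0.0488) and without *Tra2b-cPEko* replicate B (0.0487). With each mouse left out in turn, the log2 fold change stayed between 0.24 and 0.30. The genes *Gm10254*, *Gm14639* and *Gm6439* are near-identical to parts of *Tra2b*, so some of its reads could have been left out as not unique. The gene *Gm61009* overlaps *Tra2b* on the other strand, and an unstranded count could not tell their reads apart.

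**Figure D4:**
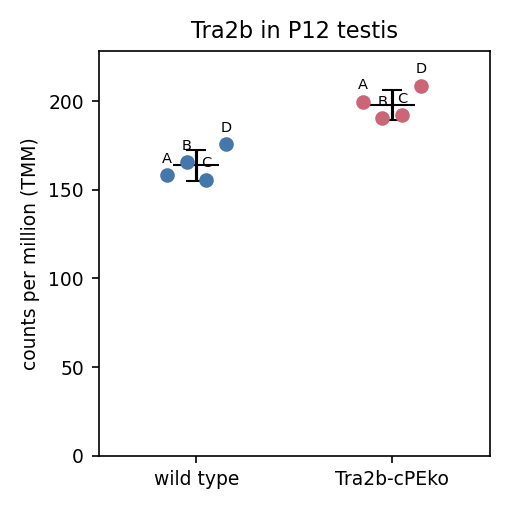
TMM-normalized CPM of *Tra2b* (y axis) in wild type and *Tra2b-cPEko* P12 testes, with 1 lettered point per mouse and the mean ± SD of 4 mice as bars. The 4 *Tra2b-cPEko* mice lie between 190.3 and 209 CPM and the wild type mice between 156 and 176 CPM.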

Quantitative indirect immunofluorescence showed nuclei within the P12 *Tra2b-cPEko* testis also had a significantly (Mann–Whitney U Test, *P* < 0.0001) higher intensity of Tra2β protein staining (median: 697.1, IQR: 560.6–845.4) compared to wild type (median: 547.27, IQR: 458.83–667.66) (Fig. 3C). In contrast almost equal levels of γH2AX were detected within these same P12 *Tra2b-cPEko* (median: 889.6, IQR: 786.5–1048.7) compared to wild type and *Tra2b-PEhet* testis sections (median: 883.26, IQR: 779.32–1031.55) (Fig. 3C). Hence Tra2β protein is also increased by ~27% within the P12 *Tra2b-cPEko* testis that is unable to complete meiosis, compared to wild type and *Tra2b-PEhet* testes that are fertile and able to progress through meiosis. These data confirm that the *Tra2b* PE normally operates to reduce *Tra2b* mRNA expression in wild type germ cells. Although the NMD pathway does change activity during meiosis (*Upf3b* is on the X chromosome so becomes inactivated in the sex body), the NMD pathway would still be functional within most cells within a P12 testis, and so deplete PE-containing* Tra2b* mRNAs. However, even after meiotic sex body formation, PE splicing inclusion would still cause a frameshift and prevent productive expression of the *Tra2b* mRNA, even if the transcript was not also degraded by NMD.

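In these P12 testes *Upf3b*, on chromosome X of GRCm39 from 36355174 to 36374019, was at 60.9 ± 1.66 CPM (SD, n = 4) in wild type and 66.8 ± 1.61 CPM (SD, n = 4) in *Tra2b-cPEko* mice. The log2 fold change was 0.13 (standard error 0.04, adjusted p = 0.184 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 gave an adjusted p of 0.0782. The values of the genotypes did not overlap (two-sided exact permutation test, p = 0.0286). A list of 10 nonsense-mediated decay factors, *Upf3b* among them, had a median log2 fold change of 0.02 (adjusted p = 0.755 from limma's camera). None of the 10 genes was called by edgeR or by DESeq2, and 1 had an unadjusted edgeR p under 0.05.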

Several of the downregulated genes within the P12 *Tra2b-cPEko* testes have previously been shown to be essential for male fertility, and specifically meiosis, in mouse knockout studies (shown as black dots in Fig. 3B and in more detail in Appendix Fig. S2) (Blake et al, 2021). These downregulated genes include genes important in chromosome biology such as *Maelstrom*, *Rad51* and *Mei1* (Soper et al, 2008; Dai et al, 2017; Libby et al, 2003), and global regulators of gene expression such as *Nxf2* (Pan et al, 2009). 

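The appendix table of the paper lists 12 meiosis genes, and the values of all 12 were lower in *Tra2b-cPEko* testes. Their log2 fold changes were between -0.77 (*Figla*) and -0.17 (*Orc4*). After adjustment over all genes none was called by edgeR, with adjusted p between 0.0892 and 0.201, although the unadjusted p of all 12 was under 0.05. DESeq2 called all 12, with adjusted p between 0.00567 and 0.0462. When adjusted over the list alone, all 12 edgeR p-values were under 0.05, but the study chose these genes on these samples, so this is not independent evidence. *Mael*, on chromosome 1 of GRCm39 from 166028770 to 166066331, was at 137 ± 4.75 CPM (SD, n = 4) in *Tra2b-cPEko* and 159.9 ± 14.6 CPM (SD, n = 4) in wild type mice, and its log2 fold change was -0.22 (standard error 0.06, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mei1*, on chromosome 15 from 81954197 to 82011015, had 40.5 ± 4.28 against 52.0 ± 4.81 CPM and a log2 fold change of -0.36. *Nxf2*, on chromosome X from 133845274 to 133865516, had 113.5 ± 5.68 against 129.9 ± 7.88 CPM and a log2 fold change of -0.19. The values of the genotypes overlapped for *Mael* and *Nxf2* (two-sided exact permutation test, p = 0.0571) and not for *Mei1* (p = 0.0286 from the same exact test). In 7 of the 12 genes the genotypes did not overlap. *Mnd1* has a near-identical pseudogene, *Mnd1-ps*. Leaving out single mice moved the adjusted p under 0.05 for *Mael* (0.0386) and *Figla* (0.0498) without wild type replicate C, and for *Mei1* (0.0487) and *Cpeb1* (0.0498) without *Tra2b-cPEko* replicate B.

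**Figure D5:**
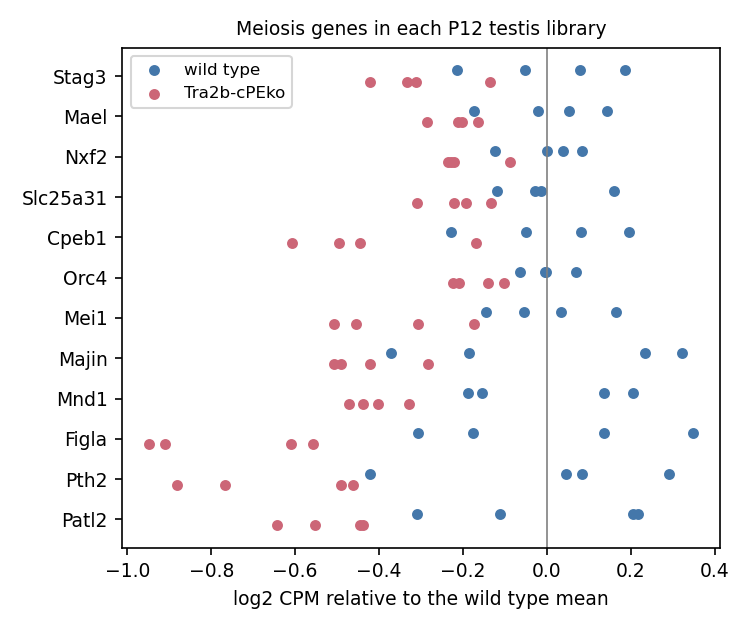
Log2 CPM of 12 meiosis genes of the appendix figure of the paper (y axis) in each mouse, relative to the mean of the 4 wild type mice (x axis), with 1 point per mouse and the genotype as colour. Means of the *Tra2b-cPEko* mice lie to the left of 0 for each gene, and single mice of the genotypes overlap for *Stag3*, *Mael*, *Nxf2*, *Cpeb1* and *Majin*.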

We further confirmed several of these genes are downregulated using RT-qPCR, including for *Maelstrom* and *Rad51* (Fig. 3D). Further Gene Set Enrichment Analysis (GSEA) indicated downregulation of genes involved in spermatogenesis in *Tra2b-cPEko* testes (Appendix Fig. S3A). Thus the reduced expression of some genes required for spermatogenesis may contribute to the failure of *Tra2b-cPEko* cells to proceed through pachytene.

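The gene sets of the paper's enrichment analysis were not used here, and lists of germ cell markers were tested with camera in their place. The 9 genes of differentiating spermatogonia had a median log2 fold change of -0.11 (adjusted p = 0.00328), the 45 genes of leptotene and zygotene spermatocytes one of -0.16 (adjusted p = 2.47e-04) and the 19 genes of pachytene spermatocytes one of -0.37 (adjusted p = 0.0154). The list of differentiating spermatogonia lay lower in every *Tra2b-cPEko* mouse than in every wild type mouse. The values overlapped for the leptotene and zygotene list (two-sided exact permutation test of the list means, p = 0.371) and for the pachytene list (exact p = 0.257). Of these 3 lists, 1 gene in the first and none in the others was called by edgeR over all genes, while 2, 6 and 1 genes were called when adjusted over the list alone. The unadjusted edgeR p was under 0.05 for 3, 15 and 3 genes, and DESeq2 called 2, 4 and 1. *Sohlh1* of the first list and *Stag3*, *Mei1*, *Majin* and *Mnd1* of the second are in the paper's table of differentially expressed genes. That table had been read when the lists were written, so these lists are not fully independent of it. The 12 meiosis genes of the appendix table, tested as a list, had a median of -0.33 (adjusted p = 1.87e-09). None of these calls held under fry, where the smallest adjusted p was 0.0816, or with an estimated correlation, where it was 0.363. Leaving out wild type replicate A gave adjusted p of 0.199 for the leptotene and zygotene list and 0.164 for the pachytene list, and the pachytene list was not called without wild type replicate B (0.180) or *Tra2b-cPEko* replicate B (0.145) either. The paper proposes that lower expression of some genes needed for spermatogenesis may contribute to the failure of *Tra2b-cPEko* germ cells to pass through pachytene.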

### *Tra2b-cPEko* testes aberrantly splice Tra2β target exons

Tra2β is a potent splicing activator (Best et al, 2014a). Hence if Tra2β expression levels increase to levels causing cellular toxicity during meiosis, we would expect to detect associated aberrant splicing patterns in the *Tra2b-cPEko* testes. Consistent with this, further bioinformatic analysis using Leafcutter (Li et al, 2018) detected a panel of 157 genes with significant splicing differences, defined as having a padjust equal to or less than 0.05 and a ΔPSI (Percentage Splicing Inclusion) of greater than 0.1 between the wild type and *Tra2b-cPEko* P12 testes (Fig. 4A). Of these predicted splicing changes, 23 could be easily visualised on a genome browser after alignment of RNAseq reads. We experimentally validated a sample of 4 activated exons within the *Ggnbp2*, *Rpgr*, *Map7d2*, and *Tra2a* genes by RT-PCR analyses on the 4 biological replicate wild type and *Tra2b-cPEko* P12 mouse testis RNA samples used for RNAseq (Fig. 4B). We could also detect the same splice changes in *Map7d2*, *Rpgr* and *Tra2a* between wild type and *Tra2b-cPEko* P14 mouse testes (Appendix Fig. S4A–E). These data confirm there are aberrant splicing patterns within the *Tra2b-cPEko* testis, and so confirm that some alternative exons are acutely sensitive to *Tra2b* PE deletion. GO analysis indicated enrichment of the 157 genes with predicted splicing changes in processes connected with spermatogenesis and meiosis (Appendix Fig. S3B).

**Figure 4:**
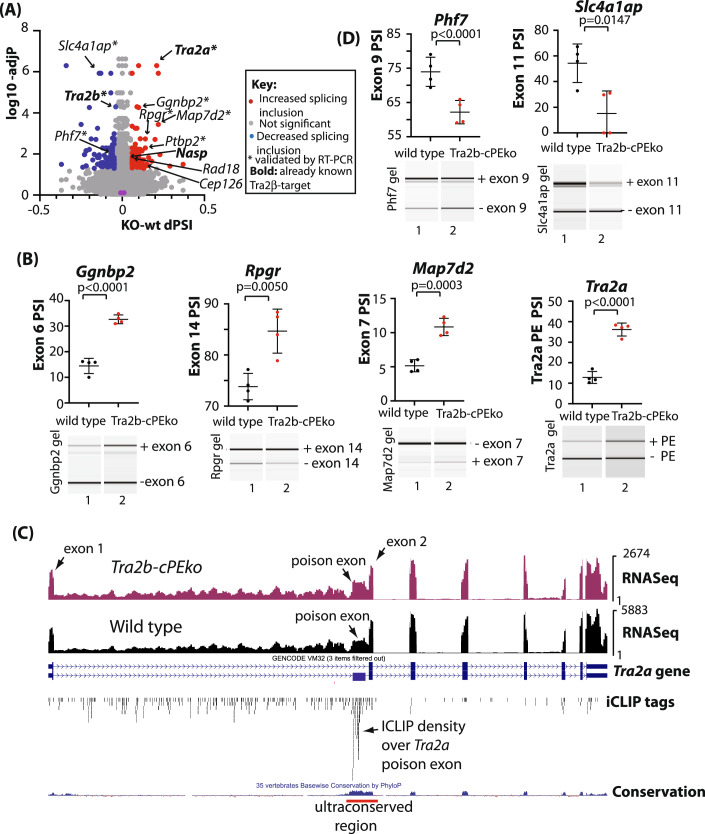
*Tra2b-cPEko* testes display aberrant splicing patterns of Tra2β target exons. (**A**) Volcano plot showing results of differential splice isoforms detected using Leafcutter (Li et al, 2018). Splice isoform changes with a p.adjust equal or less than 0.05 and a ΔPSI of greater than 0.1 are shown in either red (upregulated) or blue (downregulated), with remaining splice isoforms shown in grey (calculated by default settings in Leafcutter, that uses a Likelihood ratio test). Note that Leafcutter outputs a number of datapoints for each gene corresponding to the ΔPSI of each mRNA isoform detected. Some individual genes with high amplitude splice isoform switches in response to PE deletion are labelled. (**B**) Experimental confirmation of splice isoforms activated within P12 *Tra2b-cPEko* testes using RT-PCR analysis. Lower panels: Representative capillary gel electrophoretograms. Upper panels: Data from 4 biological replicates of each genotype also used for RNAseq. The mean PSI is shown as a bar with SD as error bar, and *p* values were calculated using a t test. Note that *Map7d2* uses an additional internal primer, so the lower band represents exon skipping. Independent confirmation of some of these splice changes within independent P14 wild type and *Tra2b-cPEko* testes are shown in Appendix Fig. S4. (**C**) *Tra2b* PE deletion changes splicing patterns of the *Tra2a* gene. UCSC genome browser screenshot showing P12 testis RNAseq reads and adult testis Tra2β iCLIP tags aligned to the *Tra2a* gene on the mouse genome (mm39). (**D**) Experimental confirmation of splice isoforms repressed within P12 *Tra2b-cPEko* testes using RT-PCR. Lower panels: Representative capillary gel electrophoretograms. Upper panels: Data from 4 biological replicates of each genotype. The mean PSI is shown as a bar with SD as error bar, and *p* values were calculated using a t test. Independent confirmation of some of these splice changes within independent P14 wild type and *Tra2b-cPEko* testes are shown in Appendix Fig. S4. Source data are available online for this figure.

To identify which of the splice events that change in the *Tra2b-cPEko* mouse testis are also targets for direct Tra2β protein binding we carried out iCLIP analysis (Konig et al, 2011) using wild type adult mouse testes (Fig. EV3A,B). Almost 27% of unique iCLIP tags mapped to exons (internal exons plus 5ʹ and 3ʹ untranslated regions), even though exons only make up 1% of the genome (Fig. EV3C). This iCLIP data also revealed that 18 of the 23 (78%) higher amplitude splicing changes had associated Tra2β iCLIP tags, indicating they are direct targets for Tra2β binding within adult mouse testis. These included the *Tra2a* gene PE, that contained multiple iCLIP tags and was also previously known to bind to and be activated by Tra2β (Grellscheid et al, 2011a; Best et al, 2014b). Strikingly, the most significant splicing difference detected between wild type and *Tra2b-cPEko* testes was also increased inclusion of this *Tra2a* PE (Fig. 4A–C). 

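*Tra2a* had the smallest p of the 19104 genes tested in P12 testes. The gene lies on chromosome 6 of GRCm39 from 49220793 to 49241017, and its level was 69.5 ± 3.36 CPM (SD, n = 4) in *Tra2b-cPEko* and 128.6 ± 15.3 CPM (SD, n = 4) in wild type testes, from counts between 2584 and 6564 per library. The log2 fold change was -0.89 (standard error 0.08, adjusted p = 0.00231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the level fell by 45.9%. DESeq2 gave an adjusted p of 2.68e-23. The values of the *Tra2b-cPEko* mice lay between 65.1 and 73.2 CPM, below the lowest wild type mouse at 111.2 CPM (two-sided exact permutation test, p = 0.0286). *Tra2a* was called in all 17 other settings tried, with log2 fold changes between -0.96 and -0.78. Its locus overlaps the annotated gene *Gm43980* on the other strand.

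**Figure D6:**
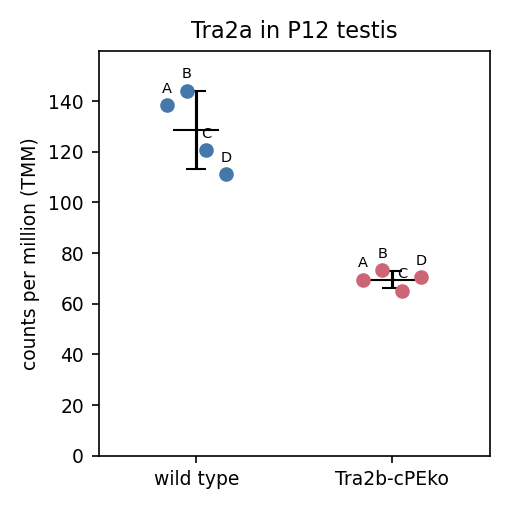
TMM-normalized CPM of *Tra2a* (y axis) in wild type and *Tra2b-cPEko* P12 testes, with 1 lettered point per mouse and the mean ± SD of 4 mice as bars. The *Tra2b-cPEko* mice lie between 65.1 and 73.2 CPM and the wild type mice between 111.2 and 144.1 CPM.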

PE inclusion should de-stabilise the *Tra2a* mRNA, and exactly consistent with this molecular fingerprint, downregulation of *Tra2a* was detected as the most significant change in overall gene expression within the P12 transcriptome (Fig. 3B), equivalent to a 47% reduction (padjust = 2.41E-23). We further confirmed this downregulation of *Tra2a* expression using RT-qPCR (Fig. 3D). We also detected increased inclusion of the *Nasp-T* exon that had also previously been identified as a molecular target for Tra2β binding, and is a protein-coding cassette exon (Fig. 4A) (Grellscheid et al, 2011a; Best et al, 2014b). Further novel Tra2β target exons that changed splicing in the *Tra2b-cPEko* P12 mouse testis included exon 6 of the *Ggnbp2* gene that had a high concentration of iCLIP tags, and is also protein-coding (Figs. 4A and EV4A,B). *Ggnbp2* is required for spermatogenesis and encodes a protein involved in RNA turnover required for meiotic chromosome break repair during meiosis (Guo et al, 2018, 2024; Mauxion et al, 2023). Increased inclusion of a direct Tra2β-target exon was also detected within the *Rpgr* gene (protein-coding exon 14, Figs. 4A,B and EV4C), expression levels of which can impact spermatogenesis (Brunner et al, 2008); *Rad18* (protein-coding exon 10, Fig. 4A) which is involved in sex body formation during meiotic prophase (Inagaki et al, 2011); and an alternative exon within intron 5 of the *Cep126* gene (Fig. 4A) that encodes a centrosomal component involved in mitosis (Bonavita et al, 2014). The splicing changes detected within the *Nasp*, *Rpgr* and *Map7d2* genes were within exons encoding disordered protein domains.

**Figure EV3:**
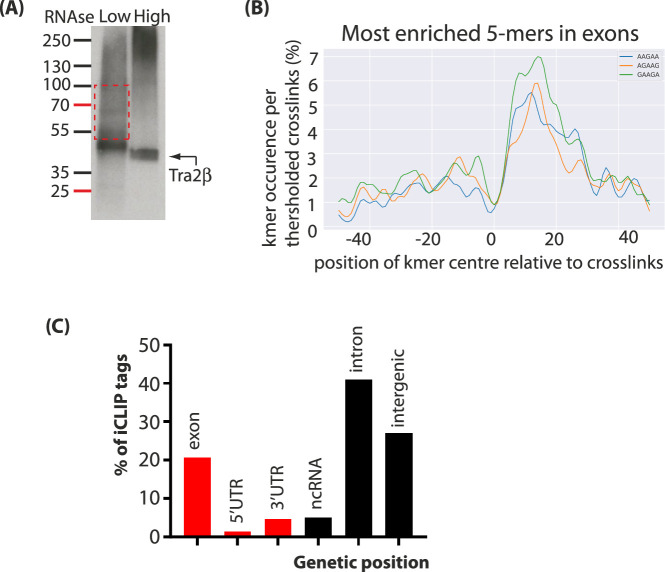
iCLIP Identification of endogenous binding sites for Tra2β in the adult mouse testis. (**A**) After cross-linking, endogenous Tra2β protein was immunoprecipitated from wild type mouse testis. Autoradiograph shows 32P-labelled RNA cross-linked to endogenous Tra2β from adult mouse testis during one of three replicate iCLIP experiments. At high RNase concentrations a single radiolabelled RNA-protein adduct of ~40 kDa was detected (arrowed), corresponding to the approximate molecular weight of uncross-linked endogenous Tra2β protein (37 kDa). Tra2β iCLIP tags were recovered at lower RNase concentrations (region used highlighted in red box) in biological triplicate, and these tags were used to map endogenous Tra2β binding sites across the mouse testis transcriptome. (**B**) Analysis of most enriched 5-mers detected close to cross-linking sites within exons (data from one iCLIP replicate shown, similar data were obtained in each of three independent iCLIPs using biological replicate testes). The most frequently occurring pentamers within the iCLIP tags were highly enriched in AGAA nucleotide sequences, exactly corresponding to the known Tra2β binding site (Cléry et al, 2011; Tsuda et al, 2011). (**C**) Genomic distribution of Tra2β binding sites. Average percentage of cross-links from triplicate iCLIP experiments within each genomic region are shown.

**Figure EV4:**
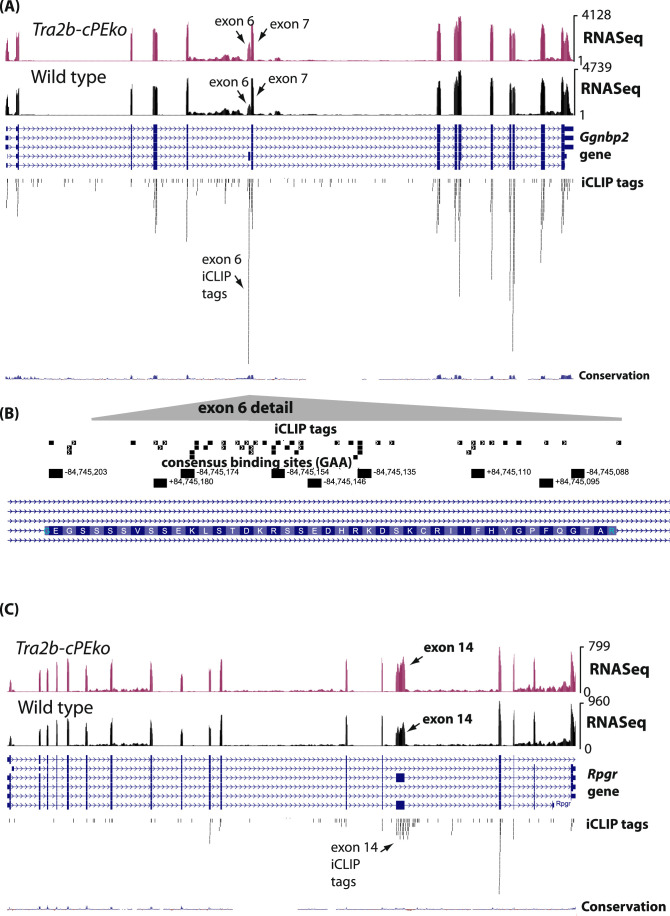
Increased inclusion of Tra2β target exons in the *Tra2bcPEko* mouse testis. RNAseq reads are merged tracks from testes of 4 P12 mice of different genotypes. Tra2β iCLIP tags are pooled from 3 biological replicate iCLIP experiments using adult wild type mice. (**A**) UCSC mouse genome (mm39) browser screenshot of the *Ggnbp2* gene locus. This screenshot contains the fully expanded iCLIP track, showing an accumulation of iCLIP tags mapping to exon 6. Increased inclusion of *Ggnbp2* exon 6 is detected in *Tra2b*-*cPEko* mouse testes compared to wild type. (**B**) Detail of exon 6, indicating the positions of experimentally mapped iCLIP tags, and consensus Tra2β protein-RNA binding sites (GAA-containing) sequences. (**C**) UCSC genome browser screenshot showing RNAseq and iCLIP reads aligned to the mouse genome (mm39) at the *Rpgr* locus. Increased inclusion of *Rpgr* exon 14 was detected within the *Tra2b*-*cPEko* testes compared to wild type.

Not all of the splicing changes in the P12 *Tra2b-cPEko* testes involved increased inclusion of cassette exons. Our bioinformatics search also detected decreased inclusion of the *Tra2b* PE (corresponding to genetic deletion of this exon in our *Tra2b-cPEko* mouse model) (Fig. 4A; Appendix Fig. S5). We also detected decreased inclusion of exon 9 of the *Phf7* gene (Fig. 4A,D) and exon 11 (encoding a disordered protein domain) of the *Slc4a1ap* gene (Fig. 4A,D). This indicates that both these protein-coding alternative exons are skipped in response to increased levels of Tra2β protein. Interestingly iCLIP also identified strong Tra2β binding to the non-coding RNA *Malat1*, gene expression of which was detected as significantly upregulated in the *Tra2b-cPEko* testis (Fig. 3B; Appendix Fig. S6). 

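In the P12 testis libraries *Malat1*, on chromosome 19 of GRCm39 from 5845717 to 5853602, was at 722 ± 92.9 CPM (SD, n = 4) in *Tra2b-cPEko* and 502 ± 33.3 CPM (SD, n = 4) in wild type mice, from at least 20431 reads per library. The log2 fold change was 0.52 (standard error 0.08, adjusted p = 0.0475 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 gave an adjusted p of 1.19e-06. Each *Tra2b-cPEko* mouse had more *Malat1* than each wild type mouse (two-sided exact permutation test, p = 0.0286). The direction held in all 17 other settings, with log2 fold changes between 0.44 and 0.57, but the adjusted p rose to 0.0599 with a filter on a mean count of at least 50, to 0.0581 with limma-voom, to 0.0531 without robust estimation and to 0.0886 with the pachytene list as a covariate, a fit chosen after seeing the data. When single mice were left out it lay between 0.0334 and 0.169, and was under 0.05 only without wild type replicate C or without *Tra2b-cPEko* replicate C. Without wild type replicates A, B and D it was 0.145, 0.169 and 0.107, and without *Tra2b-cPEko* replicates A, B and D it was 0.0538, 0.0607 and 0.0966. The genes *Gm59785* and *Gm37376* on the other strand are near-identical to *Malat1* where they overlap it, and an unstranded count could not tell their reads apart.

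**Figure D7:**
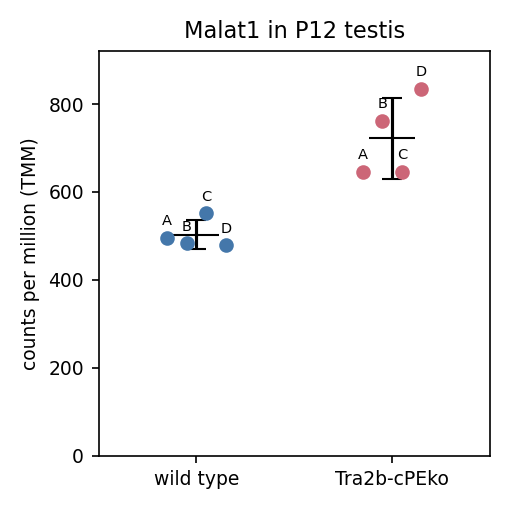
TMM-normalized CPM of *Malat1* (y axis) in wild type and *Tra2b-cPEko* P12 testes, with 1 lettered point per mouse and the mean ± SD of 4 mice as bars. The *Tra2b-cPEko* mice lie between 646 and 835 CPM and the wild type mice between 479 and 551 CPM.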

*Malat1* has previously been found to bind to Tra2β and other SR proteins, but the function of this binding has been unclear. No changes in *Malat1* splicing were detected in the *Tra2b-cPEko* testes, but the increased *Malat1* gene expression in the *Tra2b-cPEko* mice is consistent with higher levels of Tra2β protein binding increasing *Malat1* stability.

### *Tra2b-cPEko* testes show increased cryptic splicing in the *Ptbp2* gene

In addition to previously annotated alternative spliced exons, cryptic splicing events within the *Ptbp2* gene were detected in the *Tra2b-cPEko* testes. *Ptbp2* encodes the splicing regulator protein PTBP2 that is essential for mouse germ cell development, with key roles during and after meiosis (Hannigan et al, 2017). A high density of Tra2β iCLIP tags mapped to *Ptbp2* introns 8 and 9, indicating these introns are directly bound by Tra2β protein, a feature that might cause them to respond to concentration increases of Tra2β protein. Consistent with this, we also detected higher levels of a previously undescribed splice junction joining *Ptbp2* exon 8 to a novel cryptic 3ʹ splice site within intron 8 (Fig. 5A). Isoform-specific RT-PCR confirmed increased use of this cryptic splice junction within *Tra2b-cPEko* compared to wild type testes in P12 testes (Fig. 5B), and we also detected increased use of this cryptic splice site within P14 *Tra2b-cPEko* compared to wild type P14 testes (Appendix Fig. S4D). No signal was obtained when we ran this same analysis without reverse transcriptase, confirming it was detecting RNA rather than a signal from any contaminating DNA (Appendix Fig. S4F).

**Figure 5:**
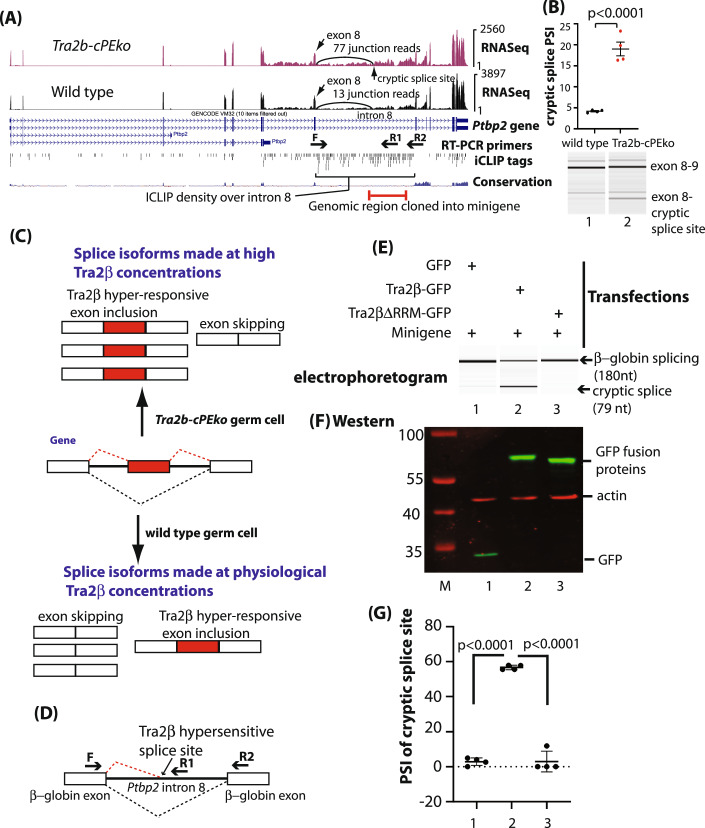
Activated splice sites in the *Tra2b-cPEko* testes are hypersensitive to Tra2β protein concentrations. (**A**) UCSC genome browser screenshot of the mouse genome (mm39), showing P12 testis RNAseq reads and Tra2β iCLIP tags aligned to the *Ptbp2* gene, including the position of the cryptic splice site within intron 8. (**B**) Detection of cryptic splice selection using RT-PCR (lower panel: representative capillary gel electrophoretogram; upper panel: data from 4 biological replicate mice from each genotype showing mean percentage splicing inclusion +/− SEM). (**C**) Model predicting behaviour of Tra2β hyper-responsive exons in *Tra2b-cPEko* germ cells. (**D**) Design of *Ptbp2* intron 8 minigene to test behaviour of a candidate Tra2β hyper-responsive splice site. The relative position of primers (F, R1 and R2) used for the RT-PCR analysis are shown. (**E**) Representative capillary electrophoretogram showing detection of cryptic splice isoforms in RNA isolated from HEK293 cells after transfection with the *Ptbp2* intron 8 minigene and expression constructs encoding either GFP or Tra2β-GFP-fusion proteins (from *n* = 4 biological replicates). (**F**) Corresponding Western blot analysis probed for GFP of protein extracted from HEK293 cells after transfection of expression constructs and minigenes (from *n* = 4 biological replicates). (**G**) Graph showing mean PSI levels of the Tra2β hyper-responsive splice site within each group of transfected HEK293 cells. In each case, data were generated from 4 biological replicates and error bars represent SD. *P* values were calculated using t tests. Source data are available online for this figure.

Further analysis indicated these changes in *Ptbp2* splicing are likely to be functionally important for gene expression. Global DESeq2 analysis (Fig. 3B) showed that *Ptbp2* gene expression was significantly decreased in P12 *Tra2b-cPEko* compared to wild type testes (equivalent to a 23% reduction, padjust = 0.000332). 

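*Ptbp2* lies on chromosome 3 of GRCm39 from 119509386 to 119578115 and overlaps the annotated genes *Gm43300* and *Gm42664* on the same strand and *Gm42804* on the other. Its level was 78.2 ± 1.66 CPM (SD, n = 4) in *Tra2b-cPEko* and 101.3 ± 11.4 CPM (SD, n = 4) in wild type testes, from at least 2880 reads per library. The log2 fold change was -0.37 (standard error 0.07), the level fell by 22.7%, and the adjusted p was 0.0601 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above the threshold of 0.05. DESeq2 on the same counts gave an adjusted p of 3.32e-04. No *Tra2b-cPEko* mouse reached the level of any wild type mouse (two-sided exact permutation test, p = 0.0286). The adjusted p of the edgeR test was 0.0127 without the low-count filter and 0.0184 without wild type replicate C. The leave-one-out log2 fold changes were between -0.43 and -0.31. With the pachytene list as a covariate, a fit chosen after seeing the data, the log2 fold change was -0.26 (adjusted p = 0.0524).

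**Figure D8:**
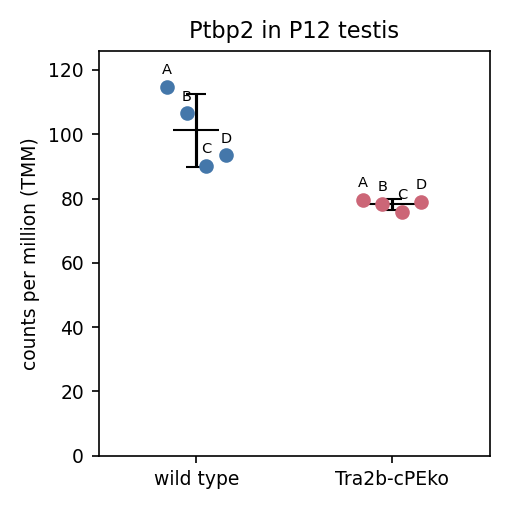
TMM-normalized CPM of *Ptbp2* (y axis) in wild type and *Tra2b-cPEko* P12 testes, with 1 lettered point per mouse and the mean ± SD of 4 mice as bars. The highest *Tra2b-cPEko* mouse, at 79.6 CPM, lies under the lowest wild type mouse, at 90.3 CPM.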

We further confirmed downregulation of *Ptbp2* expression within P12 *Tra2b-cPEko* using RT-qPCR (Fig. 3C). The increased selection of novel Tra2β-dependent *Ptbp2* splice isoforms within *Tra2b-cPEko* testis (utilising the cryptic splice) may thus contribute to reducing *Ptbp2* gene expression by targeting *Ptbp2* mRNA for NMD.

### Activated splice sites in the *Tra2b-cPEko* testes are hypersensitive to Tra2β protein concentrations

The above data showed that the splicing targets which had the most activated splicing within the *Tra2b-cPEko* testes were also direct targets for Tra2β protein binding, and often contained high concentrations of Tra2β binding sites. This predicted a model where high levels of Tra2β binding sites would render particular splice sites hypersensitive to increased expression of Tra2β protein within the *Tra2b-cPEko* testes (Fig. 5C). We tested this model further using a minigene approach. Although minigene experiments sometimes do not perfectly analyse splicing in the context of normal upstream and downstream splice sites, previous minigene analyses showed that both the *Nasp-T* exon and *Tra2a* poison exon were highly sensitive to Tra2β protein concentrations in vitro (Grellscheid et al, 2011a). We further constructed a minigene that included a large segment of *Ptbp2* intron 8 including the novel intronic cryptic splice site flanked by β-globin exons (Fig. 5D), and analysed splicing patterns from this minigene in HEK293 cells. When co-transfected with GFP, a splice product corresponding to use of the cryptic splice site was not detected, showing this cryptic splice site is not selected at ambient cellular concentrations of Tra2β (Fig. 5E–G, lane 1). However, RT-PCR analysis clearly detected the cryptic splice product after co-transfection of the minigene with an expression vector encoding a Tra2β-GFP fusion protein (Fig. 5E–G, lane 2). Indicating direct RNA-protein contact is important for this aberrant regulation, no cryptic splice site activation was observed after co-transfection of the minigene with an expression vector encoding a version of Tra2β lacking its RRM (Tra2βΔRRM-GFP, Fig. 5E–G, lane 3). Parallel Western blots showed that the Tra2βΔRRM-GFP protein was expressed in HEK293 cells at similar levels to Tra2β-GFP (Fig. 5F). These data support a molecular model in which cryptic splice site activation in *Ptbp2* responds to increased expression of Tra2β protein in the *Tra2b-cPEko* testis, and for which Tra2β protein-RNA molecular interactions are important.

### The Tra2b PE is not required by mitotically proliferating male germ cells

The above data indicated that the *Tra2b* PE is essential in spermatogenesis during meiotic prophase. However, recombination mediated by *Vasa-Cre* within the mouse germline is complete by birth (Gallardo et al, 2007). This temporal difference implied that the spermatogonial cell population (that includes the mitotically active stem cells, some of which differentiate into spermatocytes, Fig. 1B) must be able to survive without the *Tra2b* PE and thus the *Tra2b* homeostatic feedback loop. However, an alternative explanation for the survival of spermatogonia in the *Tra2b-cPEko* testis could be that meiotic prophase is also the first step of spermatogenesis that requires the entire *Tra2b* gene. To test between these alternative possibilities we utilised the same *Vasa-Cre* transgene to inactivate an existing conditional *Tra2b* allele (Mende et al, 2010), in which *Tra2b* exon 4 is flanked by *LoxP* sites (*Tra2b*^*fl*^, Fig. 6A) (Mende et al, 2010; Gallardo et al, 2007). Experimental mice were generated with the following genotypes: *Tra2b*^*fl/+*^ (hereafter referred to as wild type); *Tra2b*^*fl/-*^ and *Tra2b*^*fl/+*^*;Vasa-Cre* (both hereafter referred to as *Tra2b-het*); and *Tra2b*^*fl/-*^*;Vasa-Cre* (hereafter referred to as *Tra2b-cko*). Details of the crosses used to generate our experimental mice are given in Fig. EV5A–C.

**Figure 6:**
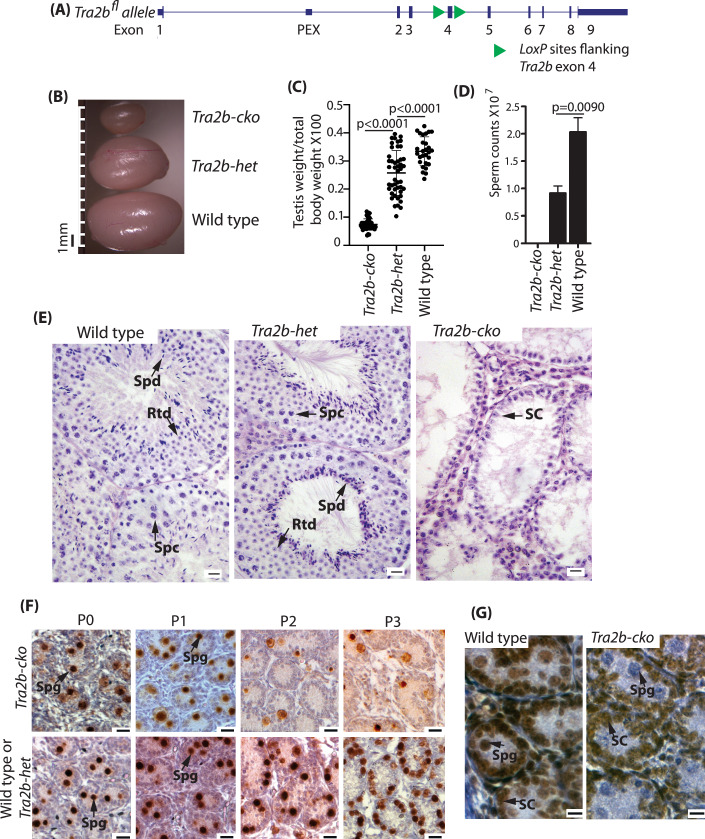
*Tra2b* gene function is required for mitotic proliferation within the germline. (**A**) Schematic of the *Tra2b* exon 4 conditional allele showing the position of the *LoxP* sites used to create the *Tra2b-cko* mouse line. (**B**) Morphologies of adult testes from different genotype mice (scale shown beside testes is in millimetres). (**C**) Adult testis:body weight ratios of different genotype mice. Individual values are shown, with the mean and SD indicated. *P* values were calculated using a t test (*n* = 46 *Tra2b-cko* testes, *n* = 46 *Tra2b*-*het* testes, *n* = 28 wild type testes, [age range 4–33 weeks]). (**D**) Epididymal sperm counts from different genotype mice (*n* = 8 *Tra2b-cko*, *n* = 4 *Tra2b-het*, *n* = 3 wild type, age range 10–18 weeks). *P* values were calculated using a t test. The error bar represents the SEM. (**E**) Micrographs of hematoxylin-stained adult testis sections from different germline genotypes (from *n* = 3 per genotype). Scale bar = 20 μm. Abbreviations for cell types shown in Fig. 1B, with the addition of SC (Sertoli Cell). (**F**) Histological analysis of testis sections from *Tra2b*-*cko* (P0–P3), and wild type (P0–P2) or *Tra2b-het* (P3) neonatal mice. Testes were harvested between the day of birth (P0) and postnatal day 3 (P3), stained for RBMY protein and counterstained with hematoxylin (Abbreviations for cell types are shown in Fig. 1B). Sample numbers: P0 (*n* = 2 *Tra2b-cko*, *n* = 2 wild type); P1 (*n* = 2 *Tra2b-cko*, *n* = 2 wild type); P2 (*n* = 2 *Tra2b-cko*, *n* = 3 wild type); P3 (*n* = 2 *Tra2b-cko*, *n* = 1 *Tra2b-het*, *n* = 1 wild type). Scale bar = 20 μm. (**G**) Immunostained P1 testis sections stained for Tra2β protein, and counterstained with hematoxylin (from *n* = 2 *Tra2b-cko* and *n* = 2 wild type). Abbreviations for cell types shown in Fig. 1B, with the addition of SC (Sertoli Cell). Scale bar = 20 μm. Source data are available online for this figure.

**Figure EV5:**
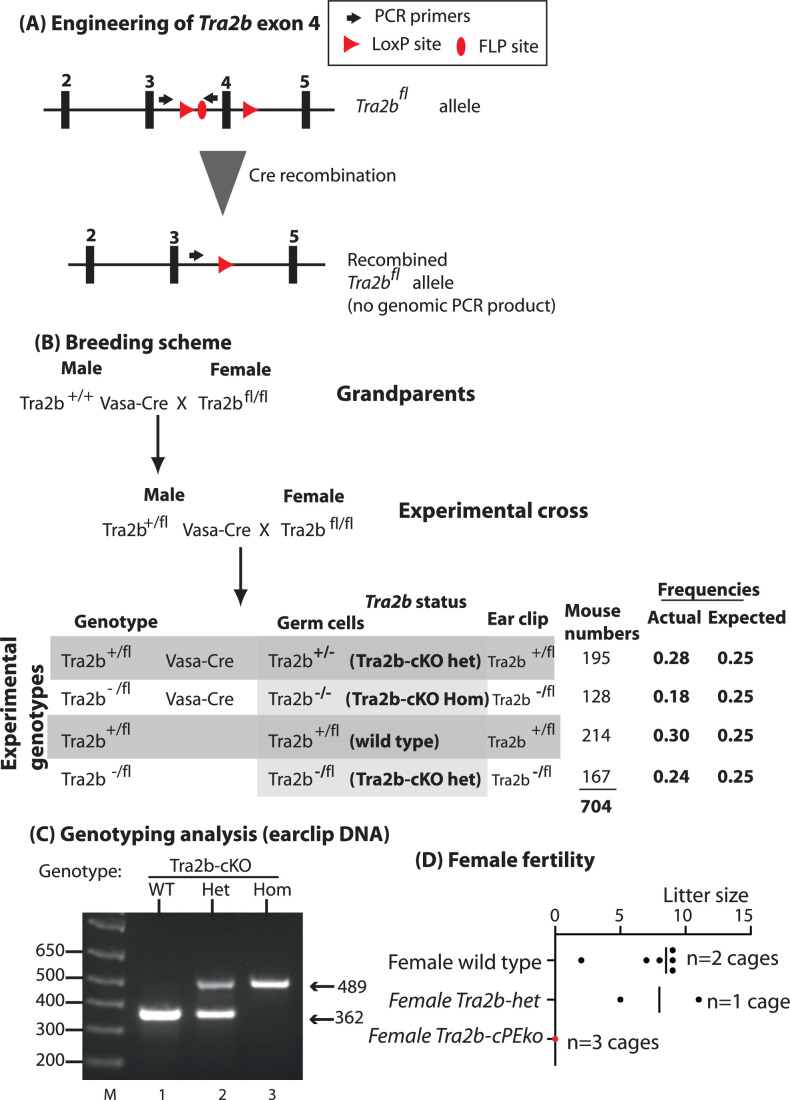
Generation of mice with germ cell-specific deletion of *Tra2b* exon 4. (**A**) An existing conditional *Tra2b*^*fl*^ allele in which *Tra2b* exon 4 was flanked with LoxP sites was used to inactivate *Tra2b* gene function. (**B**) Experimental crosses. Male *Vasa-Cre* transgenic mice were mated with female *Tra2b*^*fl/fl*^ mice to obtain *Tra2b*^*fl/+*^*;Vasa-cre* mice. We then mated male *Tra2b*^*fl/+*^*;Vasa-Cre* mice (the floxed allele will be deleted in mature sperm by the *Vasa-Cre* to generate a *Tra2b* knockout allele) with female *Tra2b*^*fl/fl*^ mice to generate four possible genotypes. Actual mouse numbers born of each genotype are shown, along with actual and expected frequencies. (**C**) Example of agarose gel electrophoresis genotyping result. Lane M marker, lanes 1, 2, 3 distinguish the different *Tra2b* alleles shown in part (**A**). (**D**) Litter sizes of *Tra2b-cko* females, *Tra2b-het* and wild type females, after crossing with wild type male mice. Individual litter sizes from wild type female mice are shown as black dots, and the mean as a horizontal line. No litters were obtained from *Tra2b-cko* female mice (red dot). Breeding cages of each cross were maintained until each of the wild type cages had produced a litter.

Analysis of these mice detected a very early requirement during germ cell development for the *Tra2b* gene, within the spermatogonial cells. Adult *Tra2b-cko* mice had considerably smaller testes compared to those from their wild type littermates (Fig. 6B,C) and were azoospermic (Fig. 6D). Histology showed a complete absence of male germ cells in *Tra2b-cko* adult testes (Fig. 6E). Despite this adult “Sertoli cell only” phenotype, immunohistochemical detection of the germ cell-specific RBMY protein (Saunders et al, 2003) within neonatal mouse testes showed that *Tra2b-cko* mice were born with similar numbers of male germ cells relative to their wild type littermates (Fig. 6F). However, whereas wild type germ cells increased in number between days P0–P3 (postnatal days 1–4), the numbers of RBMY-positive germ cells in *Tra2b-cko* mouse testes progressively reduced over this same developmental window. These data show that the small testis phenotype in adult *Tra2b-cko* mice is caused by reduced proliferation and demise of the spermatogonia. The observation that the *Tra2b* gene is required for mitotic proliferation of spermatogonia is consistent with analyses in cultured human cell lines where CRISPR inactivation of the *TRA2B* gene reduces mitotic cell proliferation (Thomas et al, 2020).

Interestingly, these experiments further confirmed that germ cell development is profoundly sensitive to expression levels of *Tra2b*. Adult testes from *Tra2b-het* mice that lack one copy of *Tra2b* were significantly smaller than wild type testes and had reduced sperm counts (Fig. 6B–D). This exquisite dose-sensitivity is consistent with *Tra2b* gene expression levels directly impacting reproductive success within wild populations, where females might likely have more than one breeding partner making sperm production levels important (Parker, 2020).

Previous work has shown that Vasa-Cre mediated recombination initiates at E15 and is largely complete by birth (Gallardo et al, 2007). To confirm this, we monitored the efficiency of Vasa-Cre mediated recombination within our mice. Nuclear Tra2β protein expression was detected within both spermatogonia and Sertoli cells of wild type postnatal day 1 (P1) testes (Fig. 6G, left panel). In contrast, Tra2β protein was absent from spermatogonia at P1 in *Tra2b-cko* mice, but easily detectable within adjacent Sertoli cells (Fig. 6G, right panel). These data are consistent with the *Vasa-Cre* transgene having efficiently inactivated *Tra2b* gene expression within the germline by P1. Female *Tra2b-cko* mice were also infertile, although these were not further analysed in this study (Fig. EV5D).

## Discussion

In summary, the above experiments show that the *Tra2b* PE is essential for male germ cells during meiotic prophase and ultimately for sperm production and male fertility. *Tra2b-cPEko* germ cells progress normally through male germ cell development, until they reach the pachytene stage where they fail the Stage IV quality control checkpoint and undergo apoptosis (de Rooij and de Boer, 2003). Our data suggest a model where the *Tra2b* PE splicing dampens Tra2β expression to reduce selection of splice sites with high associated densities of Tra2β binding sites, causing hyper-sensitivity to increased expression of Tra2β protein within the *Tra2b-cPEko* testes. This is consistent with previous minigene data showing that Tra2β binding site density correlates with Tra2β sensitivity (Grellscheid et al, 2011b, 2011a; Best et al, 2014b). Germ cell development requires carefully orchestrated patterns of gene expression (Soumillon et al, 2013), and the splicing abnormalities induced by extra Tra2β expression could delay proper developmental patterns needed for meiotic progression. A number of the splice changes in *Tra2b-cPEko* testes are within genes important for germ cell development, but whether defects in one gene in particular causes the phenotype or a combination requires further analysis.

Creation of separate *Tra2b-cPEko* and *Tra2b-cko* mouse models using the same *Vasa-Cre* (active from E15, so causing deletion within embryonic germ cells from which all later stages of germ cell development arise) cause different infertility phenotypes. This indicates both expression and expression control (via PE splicing) of Tra2β expression are required for spermatogenesis, but during different temporal windows. Tra2β expression is needed for survival of mitotically proliferating spermatogonia, with *Tra2b* inactivation resulting in spermatogonia cell death and a “Sertoli Cell Only” phenotype. This is analogous to the situation in cultured cells, where the *Tra2b* gene is also required for mitotic proliferation. Despite their requirement for Tra2β protein, *Tra2b-cPEko* spermatogonia are able to proliferate via mitosis without the *Tra2b* PE, but develop into *Tra2b-cPEko* spermatocytes that then die, resulting in a meiotic arrest phenotype. Since the human *TRA2B* PE is also not essential for mitotic proliferation in cultured cells (Thomas et al, 2020; Leclair et al, 2020) and deletion of the human TRA2B PE promotes mitotic T cell proliferation (Karginov et al, 2024), this essential role in meiotic prophase was unexpected. However, unlike mitosis, meiotic prophase I is highly transcriptionally active (Aldalaqan et al, 2022). Pachytene cells might be particularly vulnerable to *Tra2b* PE deletion because of their increasing endogenous levels of Tra2β expression, or might be more sensitive to proper patterns of splice isoforms regulated by normal concentrations of Tra2β.

Recent findings on the global occurrence of “unproductive splicing” (Fair et al, 2024) coupled with the role of the Tra2bPE in T cell receptor signalling (Karginov et al, 2024), together with the completely in vivo study reported here, are consistent with a broad and fundamental role for poison exons in fine-tuning precise, tightly-regulated, developmental processes. In particular, the association of the *Tra2b* PE with male fertility provides a compelling link with its genomic ultra-conservation. Spermatogenesis produces ~45 million sperm daily/testis and is strongly exposed to selective pressure (Griswold, 2016; Murat et al, 2023), meaning that genetic changes that reduced PE function would be strongly selected against. Our data also highlight the power of in vivo loss of function analysis to fully understand ultra-conserved genetic regions and the evolutionary pressures that constrain these elements, and show that the ultra-conserved SR protein gene PEs have fundamental developmental functions exceeding those of ultra-conserved enhancer sequences analysed to date (Snetkova et al, 2022). A further implication of our data is that the *Tra2b* PE and PEs in other SR protein genes may contribute more widely to extensive, exquisitely sensitive, feedback mechanisms controlling gene expression levels at other stages of development, and form part of a widespread and fundamental regulatory mechanism conserved across kingdoms (Lareau et al, 2007; Lareau and Brenner, 2015). The conditional *Tra2b* PE allele we describe here is thus a key reagent that can be used more widely to test the involvement of the *Tra2b* PE in other developmental stages and processes.

## Methods

### Generation of germ cell-specific *Tra2b* exon deletions and mouse phenotyping

The *Tra2b* gene was conditionally inactivated using an existing allele (Mende et al, 2010), with exon 4 flanked by *LoxP* sites. CRISPR was used to generate the C57BL/6J-Tra2b^em1H/H^ strain that contains the *Tra2b* PE flanked by *LoxP* sites using the methods described by Codner et al (Codner et al, 2018). C57BL/6J-Tra2b^em1H/H^ mice were made by pronuclear injection of sgRNAs (Table EV1: these gRNA sequences map to sequences outside of the ultra-conserved regions) and a long ssDNA donor sequence into a C57BL6/J background 1-cell stage embryo (Codner et al, 2018). Microinjection buffer (MIB; 10 mM Tris–HCl, 0.1 mM EDTA, 100 mM NaCl, pH 7.5) was prepared and filtered through a 2 nm filter and autoclaved. Cas9 mRNA, sgRNAs and ssODNs were diluted and mixed in MIB to the working concentrations of 100 ng/μl, 50 ng/μl each and 50 ng/μl, respectively. Injected embryos were re-implanted in CD1 pseudo-pregnant females. Host females were allowed to litter and rear F_0_ progeny. Mice were maintained on a C57BL6/J background. To check for integration of the *LoxP* sites Genomic DNA was extracted from ear clip biopsies and amplified in a PCR reaction using the following conditions/primer sequences: Geno_Tra2b _F1 (5′-GTTCCAACAGTGTTCCAGTTTGT-3′ and 5′-TAGTTCAGTTGGAACAGGCGTT-3′ and Geno_Tra2b _R1 (wild type product size = 1752; targeted allele = 1756); LoxPF (5′-ATCCGGGGGTACCGCGTCGAG-3′) and LoxPR (5′-ACTGATGGCGAGCTCAGACC-3′) (expected size = 1193); and a genomic PCR from the LoxP site to the external primers (LoxPF and Geno_Tra2b _R1, expected size = 1520; and Geno_Tra2b _F1 and LoxPR, expected size = 1429). All amplicons were Sanger sequenced to confirm insertion of the donor oligo sequence at the target site. Copy counting of the donor sequence was carried out by ddPCR at the F1 stage to confirm donor oligos were inserted once on target into the genome using the following Taqman assays to copy count the donor sequence compared against a VIC-labelled reference assay for *Dot1l* as per Codner et al (Codner et al, 2018): (1) Tra2b-FLOX-DONOR-MUT1 assay: Forward primer (5′-CGATCGCATAACTTCGTATAGCATACAT-3′), reverse primer (5′- GGACAACTCATCTGCACAATGATG-3′), probe (ACACAGTAATGTGGCATTAAATCCATTTCC); label (FAM-BHQ1). (2) Tra2b-FLOX-3′-MUT1 assay: forward primer (5′-GGCATGAATGAGTATGAGTTGGAAC-3′), reverse primer (5′-AGTCCCATTTTCACCCTGxGTAAC-3′), probe (5′-AAGTTATCGCCGGCGGGTCTGA-3′), label (FAM-BHQ1). (3) Tra2b-CR-LOA assay: Forward primer (5′GCGGAAGTCGTCATTTGACAAG-3′), reverse primer (5′-TCCCCACTTCACACAAATTGCT-3′), probe (5′-TTGAAGCTCAGGAATAAGTGAAGCTGA-3′), label FAM-BHQ1. No evidence of random donor insertions were detected in the animals taken forward to establish the colony.

Conditional inactivation was performed using *Vasa-Cre* expressing mice (23) purchased from The Jackson Laboratory (JAX stock#006954) on an FVB background and backcrossed for 9 generations to C57BL/6J. The mouse alleles used in this study are shown in Table EV2. All mice were maintained on a C57BL/6J background. Experimental genotypes were generated via the crosses shown in Figs. EV1 and EV5.

Genotyping was performed by PCR of genomic DNA extracted from ear clips using the HotSHot method (Truett et al, 2000). Primer sequences and amplicon sizes can be found in Table EV3.

All mice were maintained on a C57BL/6J background under project licenses granted by the UK Government Home Office, following the guidelines and regulations dealing with the care and use of laboratory animals outlined by the Animals (Scientific Procedures) Act 1986. All mice were housed in Allentown Nexgen Individual Ventilated Cages (IVC), bedding on aspen chip grade 2 and nesting with ‘sizzle nest’ from Datesand. Diet was supplied via Envigo (Teklad 2019 extruded diet) and water was filtered to 1.0 micron. The temperature was controlled between 20 and 24 °C, and the humidity between 45 and 65%, with a 12/12 light cycle. Animals were health screened quarterly in line with FELASA recommendation. All work was approved by the Animal Ethics Committee of Newcastle University.

### Fertility analysis

For fertility analysis, engineered male mice (aged 7–11 weeks) were housed with wild type female mice (aged 8–10 weeks) and subsequent litter sizes were counted. Testes body/weight ratios were calculated and epididymal sperm counts made using a hemocytometer (as described in https://phenome.jax.org/projects/Handel1/protocol).

### Histology, immunohistochemistry and immunofluorescence

Dissected mouse testes were fixed in Bouin’s and embedded in paraffin wax as previously described (Ehrmann et al, 2019). Histological analyses used 5 μm sections stained with hematoxylin or by periodic acid-Schiff (Ehrmann et al, 2019).

Immunohistochemical detection of Tra2β and RBMY proteins was carried out following an antigen retrieval step in 0.01 M pH 6.0 citrate buffer as previously described (Elliott et al, 1997) with the addition of signal amplification using TSA Biotin Kit (Perkin Elmer NEL700A001KT). Primary antibodies used were anti-TRA2B/SFRS10 antibody (Abcam ab31353) and anti-RBMY (Saunders et al, 2003), and an HRP-conjugated anti-rabbit secondary antibody (Dako E0432). Standard immunofluorescent detection of anti-γH2AX also used an antigen retrieval step in 0.01 M pH 6.0 citrate buffer as previously described (Elliott et al, 1997), using primary anti-γH2AX (Sigma-Aldrich 05-636-I) and secondary anti-mouse Alexa Fluor® 594 (Thermofisher A10040).

### Quantitative indirect immunofluorescence

Antigen retrieval for quantitative immunofluorescence of Tra2β and γH2AX on Bouin’s fixed mouse testis sections was carried out in Tris-EDTA buffer (10 mM Tris base; 1 mM EDTA; 0.05% Tween 20) overnight at 60 °C. These latter slides were also pre-stained with 0.25% Sudan black B for 90 min to quench autofluorescence. Fluorescent micrographs were captured using the same preset exposures to collect panelled images of entire 5 μm mouse testis sections from three independent P12 *Tra2b-cPEko* mice, and 1 wild type P12 mouse and 2 *Tra2b-cPEhet* mice (both fertile genotypes that had identical morphologies). Images were processed using a custom FIJI Macro (Schindelin et al, 2012), available at https://github.com/NCL-ImageAnalysis/An-ultra-conserved-poison-exon-in-Tra2b-is-essential-for-male-fertility-and-meiotic-cell-division/tree/main. Due to poor nuclear signal-to-noise, the channels for Tra2β and γH2AX were combined using the Enhance Contrast function (saturated = 0.1) followed by combining into a maximum intensity projection. A custom Ilastik model (Berg et al, 2019) was generated and trained on small cropped regions of the maximum intensity images generated to identify nuclear and non-nuclear pixels. The Ilastik model (available upon request due to file size limitations of GitHub) was applied to the full-scale images generated in the FIJI Macro. Resulting probability maps for nuclear identity were scaled by a factor of 0.5 to facilitate StarDist (Schmidt et al, 2018) use, with a probability threshold of 0.05 and a nms threshold of 0.25. Output binary representations of identified nuclei were scaled to the original size, and nuclei larger than 78 µm^2^ (750 pixels) were excluded from further analysis. Intensity measurements for each nucleus were taken in each of the channels of the original images and exported in csv format for data processing and analysis. Imaging data was analysed using RStudio, the code for which is available at http://www.rstudio.com/, version used 2023.12.1.402) using code available within the github repository mentioned above. Summary analyses were generated and statistical analyses were performed using a non-parametric Mann–Whitney test.

### RNAseq and bioinformatics

Mouse numbers for RNAseq were based on encode recommendations for RNA sequencing (standards, guidelines and best practices for RNA-seq, v1.0, June 2011, the ENCODE consortium). A sample size of 4 wild type and 4 *Tra2b-cPEko* P12 testes from biologically independent mice were selected. Our experimental approach was to collect 12-day-old testes, so depending on the exact age there could be some subtle cell type variation. No blinding was done as we needed to know sample IDs for bioinformatics processing. Total RNA was extracted from isolated testes using ReliaPrep RNA Tissue Miniprep System (Promega Z6111). Paired-end RNA sequencing was done for eight samples in total (four biological replicates of 12dpp wild-type and *Tra2b-cPEko* testes) using 100 bp reads. Libraries were prepared using TruSeq Stranded mRNA Library Prep Kit (Illumina) and analysed on a Novaseq machine (Illumina, using the mid output v2 150 cycles kit).

The bioinformatics processing and analysis performed in this work used the GRCm39 reference genome and its genomic annotation, which were downloaded from NCBI Assembly (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.27/) as FASTA and GTF files, respectively.

After quality control of the FASTQ files using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), each sample’s reads were aligned using the HISAT2 suite of tools (Kim et al, 2019). Exons and splice sites were extracted from the GTF file using ‘hisat2_extract_exons.py’ and “hisat2_extract_exons.py”, the outputs of which were used along with the reference FASTA file to produce an index with ‘hisat2_build’. The resulting HISAT2 index was used with ‘hisat2’, producing alignments in SAM format, which were converted to BAM format using samtools (Li et al, 2009). The bamCoverage from the deepTools suite was used on the BAM files to produce bigWig files that enable visualisation of genome coverage with the UCSC genome browser (Nassar et al, 2023).

The quantification of transcriptomic reads was generated using Salmon (Patro et al, 2017) by feeding it each sample’s FASTQ files. The produced read count tables were used as input to the R package DESeq2 (Love et al, 2014) to perform the differential gene expression analysis discussed in this work. These resulting data were visualised in plots generated by ggplot2 and ggpubr (Wickham, 2016).

The differential splicing analysis was performed using Leafcutter (Li et al, 2018). For the analysis of splice sites, Leafcutter first requires junction files extracted from the BAM files. In this work, the junction files were produced using regtools (Cotto et al, 2023) as recommended by the developers of Leafcutter. These junction files were then fed to ‘leafcutter_cluster_regtools.py’ to generate intron cluster counts for the different samples. These count tables were finally fed to ‘leafcutter_ds.R’ to perform the differential splicing analysis discussed in this work.

GSEA analysis was performed on RNA-sequencing data using GSEA_4.2.3. Analysis was run using the Hallmarks Gene Set with 1000 permutations (Subramanian et al, 2005). Gene Ontology analysis was run using PANTHER (Gene ontology database 10.5281/zenodo.10536401 Released 2024-01-17) on differentially spliced genes identified by RNA-sequencing following *Tra2b* poison exon deletion. Some phenotype data for this paper were retrieved from the Mouse Genome Database (MGD), Mouse Genome Informatics, The Jackson Laboratory, Bar Harbor, Maine. World Wide Web (URL: http://www.informatics.jax.org).

### Analysis of splice isoforms in mouse testis RNA

P12 testis RNA was reverse transcribed using SuperScript VILO cDNA Synthesis Kit (Invitrogen 11754050). Candidate splice isoforms were characterised by RT-PCR, followed by Qiaxcel capillary gel electrophoresis for quantitation. Percentage Splicing Inclusion (PSI) values were calculated using the formula: PSI= [concentration of isoform including alternative event/(concentration of isoform including alternative event + concentration of isoform excluding alternative event)] × 100. Primers used for RT-PCR amplification of endogenous splice isoforms are given in Table EV4.

### iCLIP analysis of adult wild type testes

iCLIP experiments were performed in biological triplicate adult mouse testes following the iCLIP protocol as previously described (Best et al, 2014b; Konig et al, 2011). Briefly, germ cells were released by mincing mouse testes, then irradiated with 400 mJ cm^−2^ ultraviolet-C light on ice, lysed and subject to partial RNase digestion. At high RNase concentrations a single radiolabelled RNA protein adduct of ~40 kDa immunoprecipitated with endogenous Tra2β protein (arrowed in Fig. EV3), corresponding to the approximate molecular weight of endogenous Tra2β protein (37 kDa). The iCLIP replicates were analysed using the iMAPS pipeline execution demultiplex and analyse, and PEKA values were used to assess enrichment of 5-mers near to sites of cross-linking (Kuret et al, 2022). The iCLIP data is deposited at GEO (GSE235085).

### *Ptbp2* minigene analysis

A region of mouse *Ptbp2* intron 8 was amplified from mouse genomic DNA using the primers 5ʹ-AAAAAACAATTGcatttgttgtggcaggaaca-3ʹ and 5ʹ-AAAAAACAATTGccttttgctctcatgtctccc-3ʹ. The PCR product was digested with *Mfe*1, and cloned into the *Mfe*1 site of the pXJ41 vector, within the intron sequence separating the two β-globin exons. The minigene was transfected into HEK293 cells with expression constructs for either GFP or GFP-Tra2β fusion proteins, and splicing monitored as previously described (Best et al, 2014b; Ramond et al, 2023; Grellscheid et al, 2011a) using primers within the β-globin exons of pXJ41, 5′-GCTCCGGATCGATCCTGAGAACT-3′, and 5′-GCTGCAATAAACAAGTTCTGCT-3′, and within the *Ptbp2* alternative exon 5′-GATTACAGACTGGTGTCATG-3′, followed by Qiaxcel capillary gel electrophoresis. HEK293 cells were recently tested and found clear of mycoplasma infection. Western blot analysis of transfected protein expression used infra-red detection of secondary antibodies and the LICOR Odyssey CLx. The primary antibodies used were: anti-TRA2B (Abcam ab31353), anti-PTBP2 (Proteintech 55186-1-AP), anti-Tubulin (Sigma T6793), anti-Actin (Sigma A5441), and anti-GFP (Clontech 632375). Secondary antibodies used were anti-mouse 800CW (Licor 926-32210), anti-mouse 680RD (Licor 926-68070), anti-rabbit 800CW (Licor 926-32211), and anti-rabbit 680RD (Licor 926-68071). Imaging and densitometric quantification were performed using LICOR Image Studio.

### Analysis of splice isoforms in multiple adult mouse tissues

Five adult mice (8 weeks) were sacrificed and dissected to remove tissues. Tissues were homogenised using Qiagen TissueRuptor and RNA extracted with TRIzol reagent (Invitrogen, 15596026) employing manufacturers’ protocols. cDNA was synthesised using SuperScript VILO cDNA Synthesis Kit (Invitrogen 11754050). RT-PCR was used to characterise the levels of PE inclusion of the SR family genes, followed by Qiaxcel capillary gel electrophoresis for quantitation. The poison exon inclusion heatmap was generated by GraphPad Prism using the mean PSI. Primer sequences are given in Table EV5.

### Quantitative RT-PCR (RT-qPCR)

cDNA was synthesised by reverse transcription of total RNA from four biological replicate 12 dpp wild type and *Tra2b-cPEko* whole mouse testes using Superscript VILO cDNA synthesis kit (Invitrogen, 11754–050). RT-qPCR was performed in triplicate on cDNA using Luna Universal qPCR Master Mix (NEB, M3003L) and the QuantStudio 7 Flex Real-Time PCR System (Life Technologies). Target gene expression levels were normalised using the average of three reference genes*: Actb, Gapdh* and *Hprt1*. Results were determined using the ΔΔC_t_ method. Primer sequences and amplicon sizes are given in Table EV6.

### Statistical analyses

Unless otherwise indicated, statistical analyses of pairwise comparisons were carried out using unpaired t tests with Graphpad Prism.

## Supplementary information

Table EV1

Table EV2

Table EV3

Table EV4

Table EV5

Table EV6

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

The RNAseq and iCLIP data generated in this study is deposited in the NCBI Gene Expression Omnibus (GEO accession GSE235085). This can be accessed via the URL https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE235085. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00344-6.

# Supplementary material for: An ultra-conserved poison exon in the Tra2b gene encoding a splicing activator is essential for male fertility and meiotic cell division
**Source:** EMBO J. 2025 Jan 2;44(3):877–902. doi: 10.1038/s44318-024-00344-6
**Supplement:** Supplementary file 1 — Table EV1

| Protospacer sequence | PAM sequence |
| --- | --- |
| GATCTGTTCAACCCACCCTT | **GGG** |
| GGTGGGTTGAACAGATCTAT | **AGG** |
| GTGGTCTTCTTAATGCCCTT | **TGG** |
| CATGCATTTTGAGAGTCCAA | **AGG** |

**Table EV1.** sgRNAs used to create conditional allele of Tra2b poison exon.

# Supplementary material for: An ultra-conserved poison exon in the Tra2b gene encoding a splicing activator is essential for male fertility and meiotic cell division
**Source:** EMBO J. 2025 Jan 2;44(3):877–902. doi: 10.1038/s44318-024-00344-6
**Supplement:** Supplementary file 2 — Table EV2

| Allele | Description |
| --- | --- |
| *Tra2b* | Wild type Tra2b allele |
| *Tra2b^fl^* | Tra2b allele with lox*P*-site-flanked (floxed) exon 4 |
| *Tra2b^-^* | *Tra2b* allele after deletion of exon 4 |
| *Tra2b^fl^*;Vasa-Cre | *Tra2b* allele after deletion of floxed Tra2b exon 4 in germ cells upon Vasa Cre-mediated recombination |
| *Tra2bPE^fl^* | Tra2b allele with lox*P*-site-flanked (floxed) poison exon |
| *Tra2bPE^-^* | *Tra2b* allele after deletion of poison exon |
| *Tra2b*PE*^fl^;Vasa-Cre* | Deletion of floxed Tra2b poison exon in germ cells upon Vasa Cre-mediated recombination |

**Table EV2. Mouse alleles used in this study.**

# Supplementary material for: An ultra-conserved poison exon in the Tra2b gene encoding a splicing activator is essential for male fertility and meiotic cell division
**Source:** EMBO J. 2025 Jan 2;44(3):877–902. doi: 10.1038/s44318-024-00344-6
**Supplement:** Supplementary file 3 — Table EV3

| Forward Primer | Reverse Primer | Product | | Product |
| --- | --- | --- | --- | --- |
| Tra2bex4fl F  AGCACCAGCACTCCTCTCTC | **Tra2bex4fl R** ATCGTCTATGCGAGCGAGAT | Floxed allele 489bp | Wild type allele 362bp | |
| Tra2bPEfl F CTAGTCTGTTTATGTGTCCCTGT | **Tra2bPEfl R** ACTAACTGATGGCGAGCTCA | Floxed allele 362bp | | Wild type allele 231bp |
| Tra2bPEwt F AGGGTGGGTTGAACAGATCT | **Tra2bPEwt R** TGTCAAAAGCACATCTCTAGTCA |  |  |  |
| Cre F GAACCTGATGGACATGTTCAGG | **Cre R** AGTGCGTTCGAACGCTAGAGCCTGT | Cre allele 320bp | | Wild type allele 250bp |
| Crecon F TTACGTCCATCGTGGACAGC | **Crecon R**  TGGGCTGGGTGTTAGCCTTA |  |  |  |

**Table EV3**. Primers used for genotyping. Primers Tra2bex4fl F and Tra2bex4fl R were used for genotyping *Tra2b* exon 4 alleles (wild type= 362bp; floxed = 489bp; deleted = 0bp). Primers CreF, CreR, Crecon F and Crecon R were used to detect the presence of Vasa-Cre (320bp detected in mice containing Vasa-Cre transgene). Primers Tra2bPEfl F, Tra2bPEfl R, Tra2bPEwt F, and Tra2bPEwt R were used to genotype *Tra2b PE* alleles (wild type= 231bp; floxed = 362bp; deleted = 0bp).

# Supplementary material for: An ultra-conserved poison exon in the Tra2b gene encoding a splicing activator is essential for male fertility and meiotic cell division
**Source:** EMBO J. 2025 Jan 2;44(3):877–902. doi: 10.1038/s44318-024-00344-6
**Supplement:** Supplementary file 4 — Table EV4

| Forward Primer | Reverse Primer | Product | Product |
| --- | --- | --- | --- |
| Ggnbp2F ACACACAAACCTAAACCTCTGG | **Ggnbp2R** CTTCATCCCTGCATTCCTGG | Exon inclusion 202bp | Exon skipped 76bp |
| Slc4a1ap F GATGGAGGTGTCAGGCTTCT | **Slc4a1ap R** TCGGCTCATCTCTGTCTTGT | Exon inclusion 238bp | Exon skipped 151bp |
| Map7d2 F GGAGAGGCTGCAAAGATCCT | **Map7d2 R1** CTTTCCTTTCTCACCTTGCG  **Map7d2 R2** TTCTCTTCTTCCTCCTGCCG | Exon inclusion 145bp | Exon skipped 203bp |
| Rpgr F TGATGACTACGAGTTCCAATGAG | **Rpgr R1** ATGCTTCCAGAATCTCGGCT  **Rpgr R2** TCTCCTTCTCTCCTTCCTTCC | Exon inclusion 222bp | Exon skipped 174bp |
| Ptbp2 F TGATCTGCCATCTGGAGACG | **Ptbp2 R1** GATTACAGACTGGTGTCATG  **Ptbp2 R2** ATTGCTAACCAACAGGAC | Exon inclusion 118bp | Exon skipped 208bp |
| Phf7 F ACCGAGAAGAGTTCCCACAG | **Phf7 R** GATCCACACGTAGCACACAA | Exon inclusion 208bp | Exon skipped 91bp |
| Tra2a F  GTTGTAGCCGTCGCCTTCT | **Tra2a poison R1**  TTCAAGTGCTTCTATCTGACCAA  **Tra2a R2**  TGGGATTCAGAATGTTTGGA | Exon inclusion 303bp | Exon skipped 258bp |
| Tra2b F  GAGCTCCTCGCAAAAGTGTG | **Tra2b poison R1**  CATCTTCCCCACTTCACACA  **Tra2b R2**  CAACATGACGCCTTCGAGTA | Exon inclusion 331bp | Exon skipped 438bp |

**Table EV4.** Primers used to detect alternative mRNA isoforms in P12 mouse testis.

# Supplementary material for: An ultra-conserved poison exon in the Tra2b gene encoding a splicing activator is essential for male fertility and meiotic cell division
**Source:** EMBO J. 2025 Jan 2;44(3):877–902. doi: 10.1038/s44318-024-00344-6
**Supplement:** Supplementary file 5 — Table EV5

| Forward primer | Reverse primer | Exon inclusion amplicon size (bp) | Exon exclusion amplicon size (bp) |
| --- | --- | --- | --- |
| mSrsf3PE F CTGCCGTGTAAGAGTGGAAC | **mSrsf3PE R1** GAGAAGGATCGAGACGGCTT  **mSrsf3PE scrR2** ATGCAGATTCAGAGGGTGGT | 165 | 237 |
| mSrsf4PE234 F CCTGGAGGTGGATCTGAAGA | **mSrsf4PE234 R** GGTCTTTGCCGTTCAGTTCA  **mSrsf4PE scr2R**  GGTCTCAGGGTAGGGTGAAG | 163 | 95 |
| mSrsf5PE F ATCCTCAAGAGTCAGCTGGC | **mSrsf5PE R** TCCCCAGCTTGTCTCATGAA | 189 | 54 |
| mSrsf6PE F CCGCGCGTCTACATAGGA | **mSrsf6PE R** ACTGCTGTATCCACCTCCAC | 441 | 276 |
| mSrsf7PE F TAGCCGACGAAGAAGAAGCA | **mSrsf7PE R** GTATCGCCTTCCCCTGGATC | 524 | 64 |
| mSrsf9PE F GTTCCCCAGGACTTACGGAG | **mSrsf9PE R** ACAGACATCCCCAGCTTCTC | 250 | 160 |
| mSrsf10PE F ATTTCTACACTCGGCGTCCA  mSrsf10PE scrF TGGGAGACAAAGCCTCGATT | **mSrsf10PE R** CTGACGCCCACAAATCCATT | 225 | 110 |
| mSrsf11PE F TGTGTTCGTTGACAGAGCTT | **mSrsf11PE R** GCTGGTGCCAATAGAGACAA | 199 | 90 |
| Tra2b PE F  GAGCTCCTCGCAAAAGTGTG | **Tra2b PE R**  CAACATGACGCCTTCGAGTA | 714 | 438 |
| Tra2a PE F  GTTGTAGCCGTCGCCTTCT | **Tra2a PE R**  TTCAAGTGCTTCTATCTGACCAA  **Tra2a PE R1**  TGGGATTCAGAATGTTTGGA | 303 | 258 |

**Table EV5.** Primers used to screen poison exons of SR protein family genes.

# Supplementary material for: An ultra-conserved poison exon in the Tra2b gene encoding a splicing activator is essential for male fertility and meiotic cell division
**Source:** EMBO J. 2025 Jan 2;44(3):877–902. doi: 10.1038/s44318-024-00344-6
**Supplement:** Supplementary file 6 — Table EV6

| Target | Forward primer | Reverse primer | Amplicon size (bp) |
| --- | --- | --- | --- |
| *Tra2a* | CCATCACGGGTGTCCAAAC | TGAGAGTGTGACCTGGATCG | 113 |
| *Malat1* | GTACTGTATAATGGAGGCTG | GCCGACCTTCAAACTAGAACC | 91 |
| *Ptbp2* | TCTCAGGCAGTGTTCTCAGC | GCCCCATCCATTTTATCTTCTCC | 109 |
| *Rbpms2* | GTTTGTCAGTGGCCTCCCT | AACAGGCTGTCTTGAGGTGA | 112 |
| *Mael1* | GCATGACCAAGCAACTGTGT | CGCTCCATACGCTTCAAACA | 129 |
| *Rad51* | TACATTGACACCGAGGGCAC | GTTGAACCCTCGCGCATATG | 114 |
| *Mei1* | GTACAGTCTTTCCCGCCAAC | CTTTCGGGCTGTATCCACG | 116 |
| *Tra2B* | AGACGTTCAAGAGGATTTGCC | TAATTCGACGCCCATCAAGC | 103 |
| *Slc25a31* | AGATTTTGCCAGAACCCGAT | TAATGCAGTCACCCAAACCC | 83 |
| *Majin* | TTCATGCAGGACCCAATGTG | AGCTCCTGGACGATGACTTC | 97 |
| *ActB* | TGACGTTGACATCCGTAAAG | GAGGAGCAATGATCTTGATCT | 143 |
| *Gapdh* | GGCTGCCCAGAACATCATCC | GTCATCATACTTGGCAGGTTTCTC | 169 |
| *Hprt* | CAAACTTTGCTTTCCCTGGT | TCTGGCCTGTATCCAACACTTC | 101 |

**Table EV6.** Primers used in RT-qPCR

# Supplementary material for: An ultra-conserved poison exon in the Tra2b gene encoding a splicing activator is essential for male fertility and meiotic cell division
**Source:** EMBO J. 2025 Jan 2;44(3):877–902. doi: 10.1038/s44318-024-00344-6
**Supplement:** Supplementary file 7 — Appendix

## Appendix Figures

An ultra-conserved poison exon in Tra2b is essential for male fertility and meiotic cell division

### Contents

Page 1 Contents

Page 2 Appendix Figure S1 The *Tra2b* poison exon is highly expressed in adult testis, and upregulated within spermatocytes

Page 3. Appendix Figure S2. Downregulation of genes within Tra2b cPEko germ cells known to be important in meiosis.

Page 4 Appendix Figure S3. Global analysis of gene expression and splice differences.

Page 5 Appendix Figure S4. Confirmation of splicing changes within independently collected P14 testis RNA samples and with –RT control.

Page 6 Appendix Figure S5. Inclusion of the Tra2b PE is reduced in Tra2b-cPEko P12 and P14 mouse testes.

Page 7 Appendix Figure S6. *Malat1* is strongly bound by Tra2 $\beta$ .

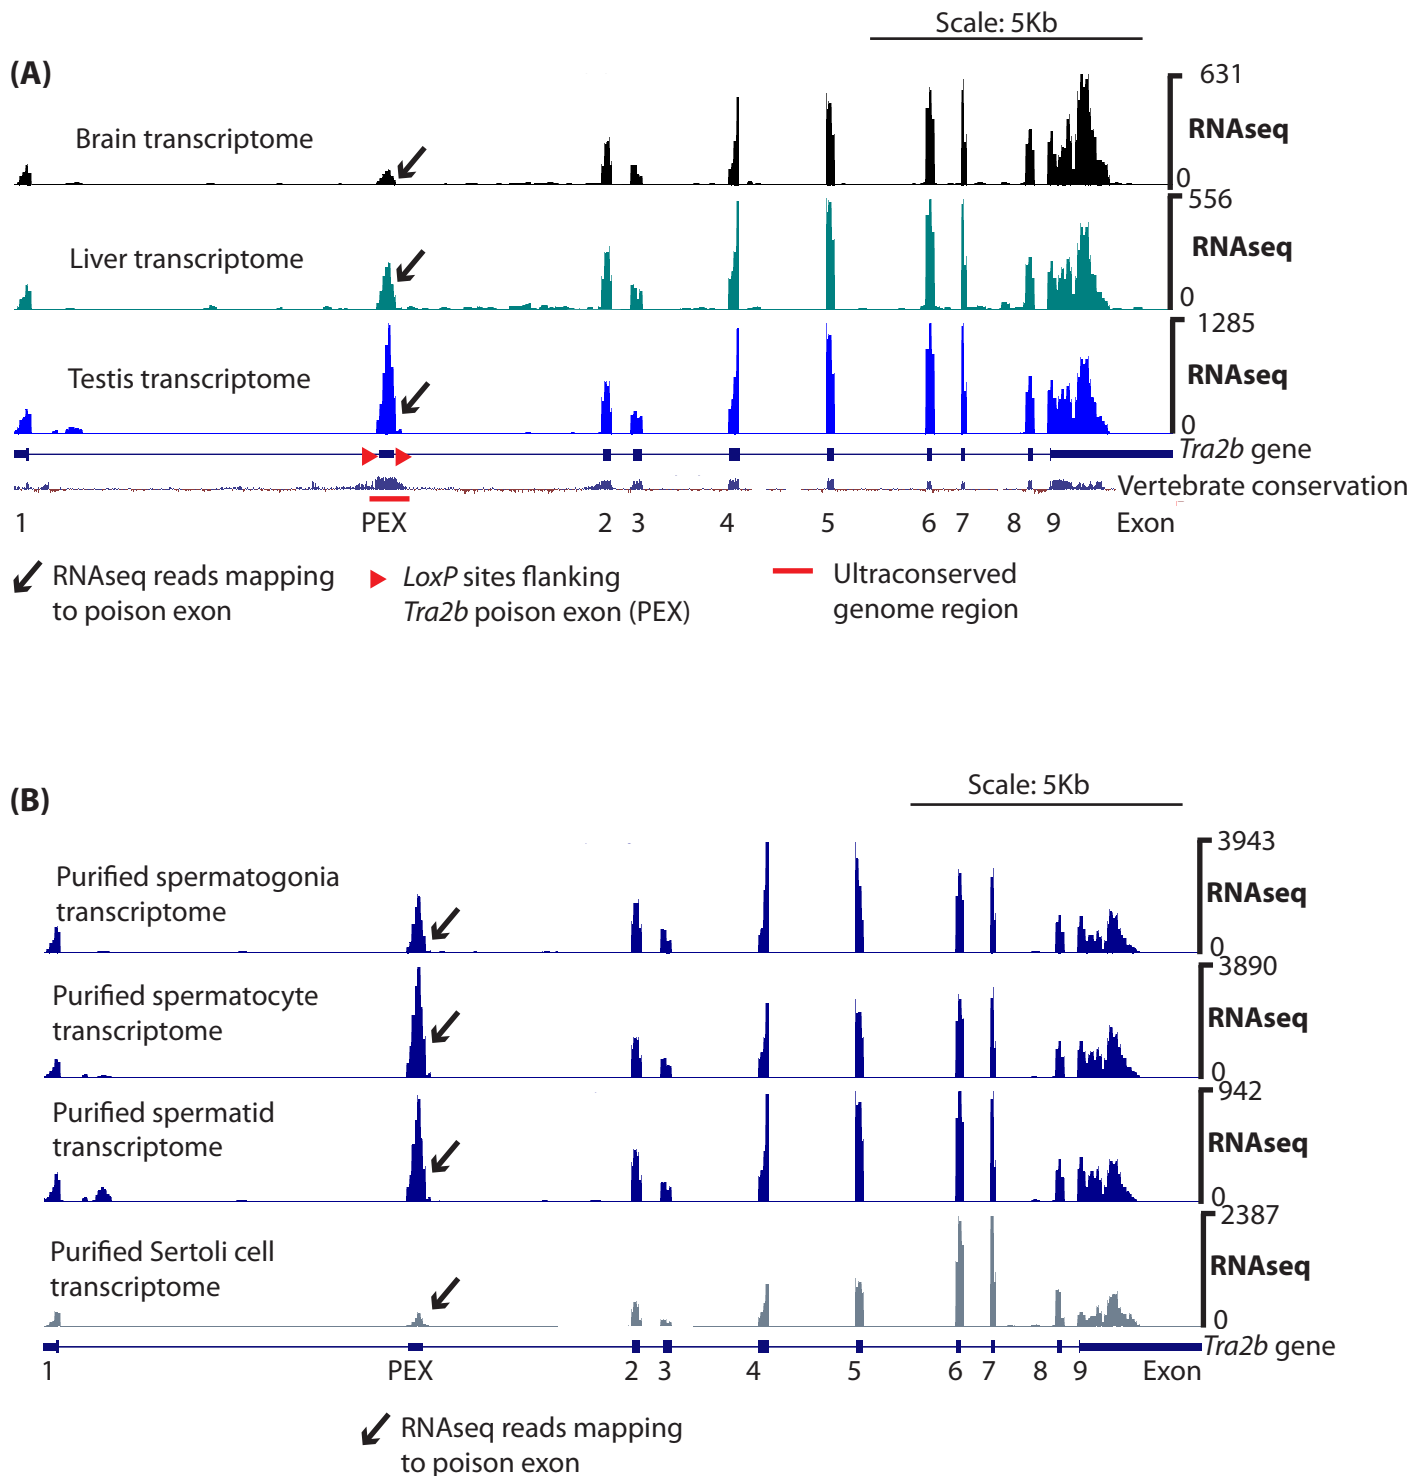

Appendix Figure S1. The *Tra2b* poison exon is highly expressed in adult testis, and upregulated within spermatocytes. Publicly available mRNAseq data from (A) adult mouse tissues (GEO accession GSE43721) and (B) purified germ cell types (GEO accession GSE43717) was aligned with the mouse genome mm39, and visualised on the UCSC genome browser.

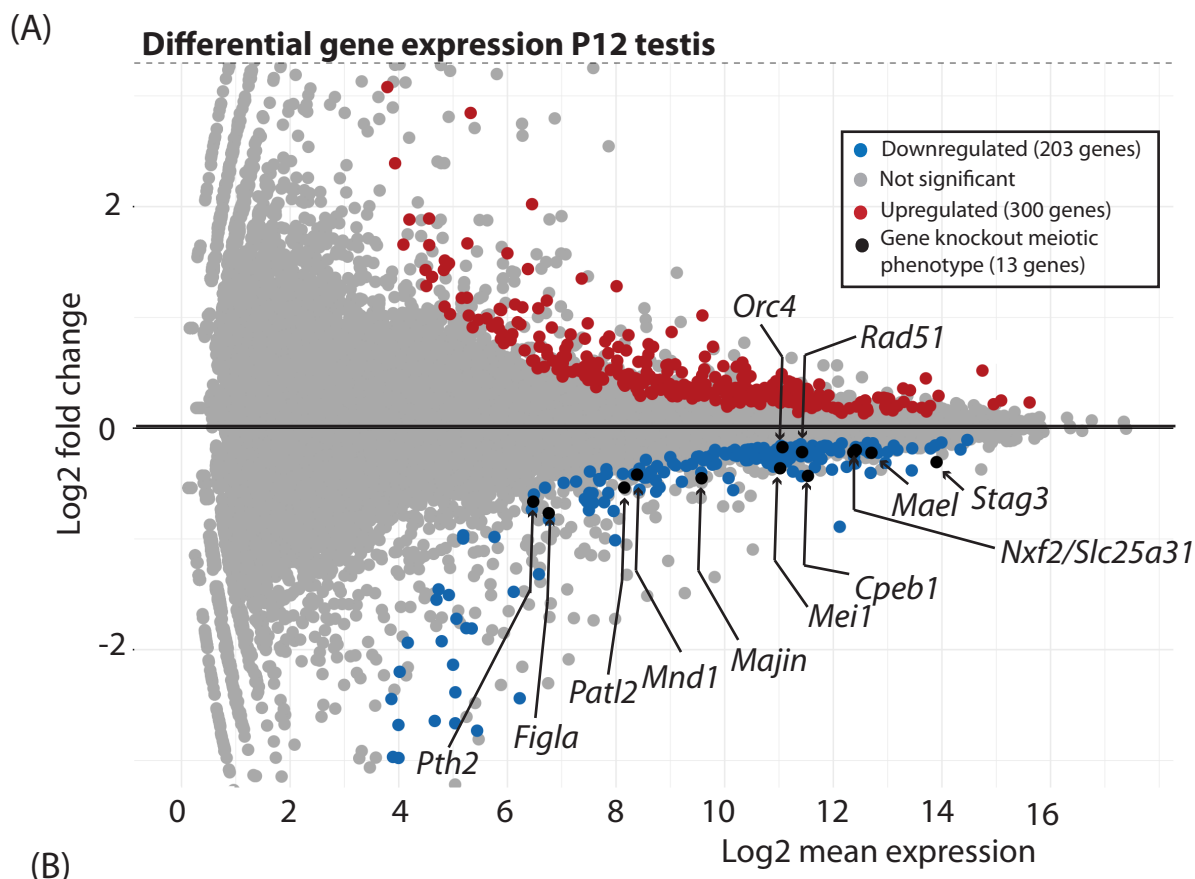

(B)

| Gene name       | Log2 fold change | Padjust  | Function                                             |
|-----------------|------------------|----------|------------------------------------------------------|
| <i>Stag3</i>    | -0.30662         | 0.025286 | Subunit of cohesin complex                           |
| <i>Mael</i>     | -0.2226          | 0.03862  | Transposon silencer required for chromosome synapsis |
| <i>Nxf2</i>     | -0.19696         | 0.036064 | Nuclear RNA export factor                            |
| <i>Slc25a31</i> | -0.21909         | 0.038749 | mitochondrial ADP/ATP carrier protein                |
| <i>Cpeb1</i>    | -0.43096         | 0.005598 | Post-transcriptional gene expression regulator       |
| <i>Rad51</i>    | -0.21635         | 0.034748 | Recombinase involved in homologous recombination     |
| <i>Orc4</i>     | -0.17167         | 0.044508 | Required for initiation of DNA replication           |
| <i>Mei1</i>     | -0.36205         | 0.005915 | Meiotic double strand break formation protein        |
| <i>Majin</i>    | -0.45232         | 0.0453   | Involved in homologous chromosome pairing            |
| <i>Mnd1</i>     | -0.4197          | 0.020604 | Binds DNA and stimulates activity of RAD51           |
| <i>Fig1a</i>    | -0.76763         | 0.009311 | Transcription factor                                 |
| <i>Pth2</i>     | -0.66368         | 0.045405 | Neuropeptide                                         |

Appendix Figure S2. Downregulation of genes within Tra2b cPEko germ cells known to be important in meiosis. Panel (A) shows the same MA plot as in Fig.2, but with genes labelled where an individual knockout is reported to cause a male meiotic defect on the MGI browser (<https://www.informatics.jax.org/batch>). Panel (B) shows a table of these genes with functions briefly annotated from GeneCards (<https://www.genecards.org/>).

(A)

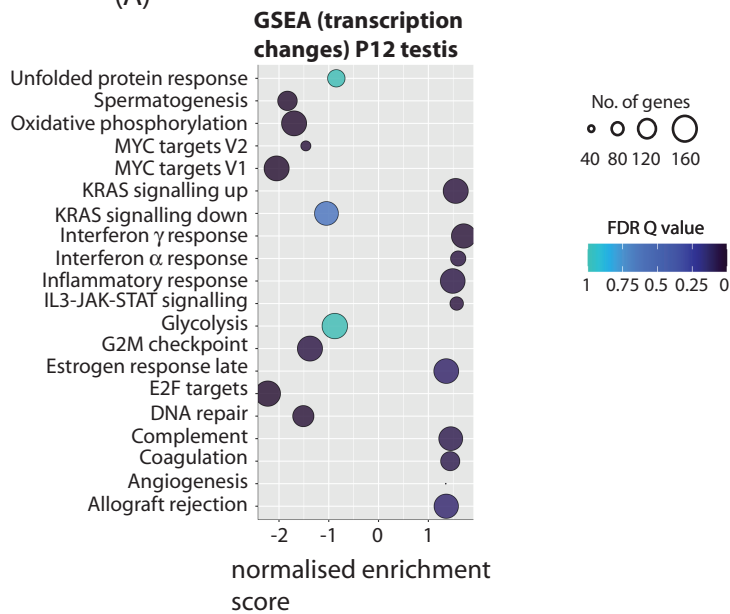

(B)

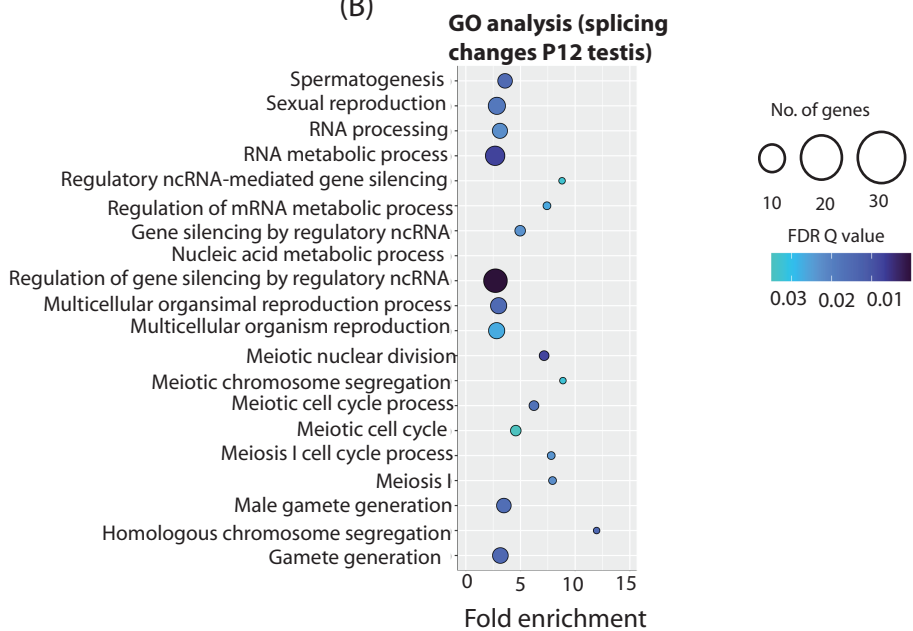

Appendix Figure 3. Global analysis of gene expression and splice differences.

(A) Gene Set Enrichment Analysis (GSEA) of the 504 genes that are differentially expressed between P12 testes from wild type and Tra2b-cPEko mice.

(B) Gen Ontology (GO) analysis of the 157 genes that with predicted splice changes between wild type and Tra2b-cPEko mice.

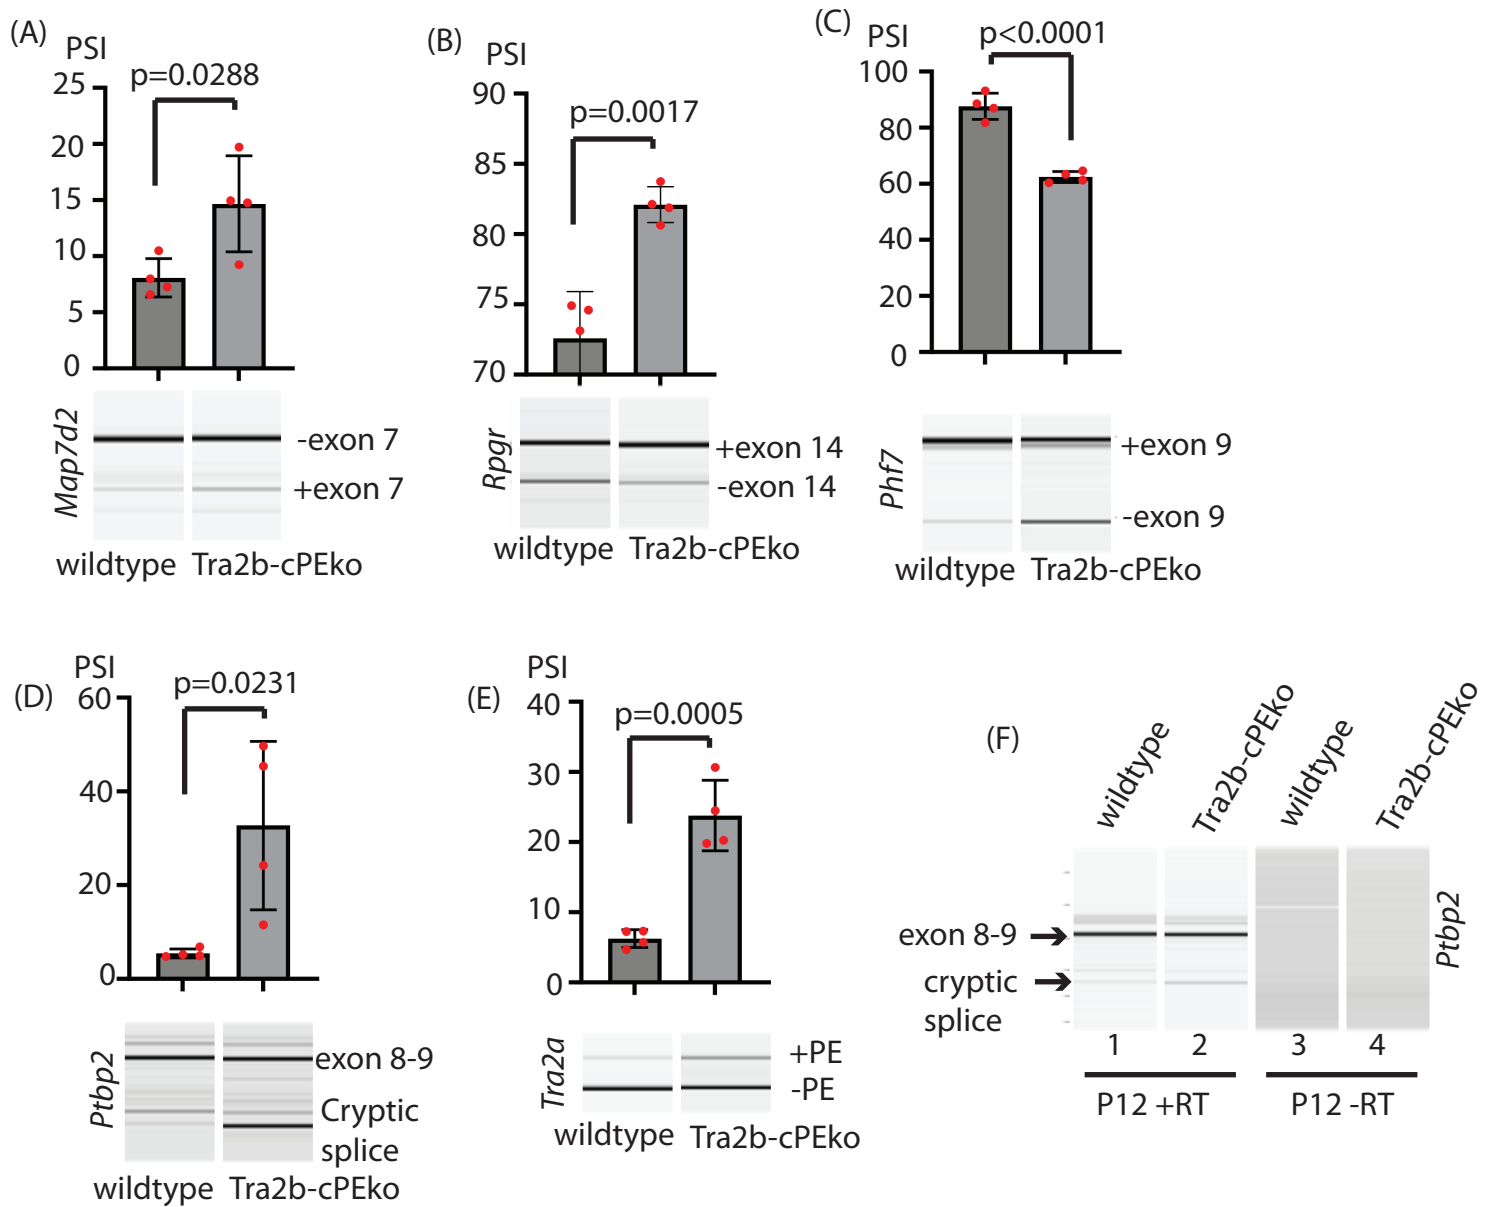

Appendix Figure 4. Confirmation of splicing changes within independently collected P14 testis RNA samples and with -RT control. (A-E) Splicing patterns in whole P14 testis were monitored by RT-PCR as in Figures 3 and 4, and analysed by capillary gel electrophoresis. Example lanes for each genotype are shown in the lower panels, and quantifications in the upper panels. The mean PSI values and standard deviations are shown for  $n=4$  biologically individual wild type testes and  $n=4$  individual Tra2b-cPEko testes (values for individual samples are shown as red dots). P values were calculated by T tests. (F) Analysis of P12 whole testis RNA by RT-PCR to detect use of the *Ptbp2* cryptic splice site. The experiment was run in parallel with reverse transcriptase (lanes 1 and 2) and minus reverse transcriptase (lanes 3 and 4).

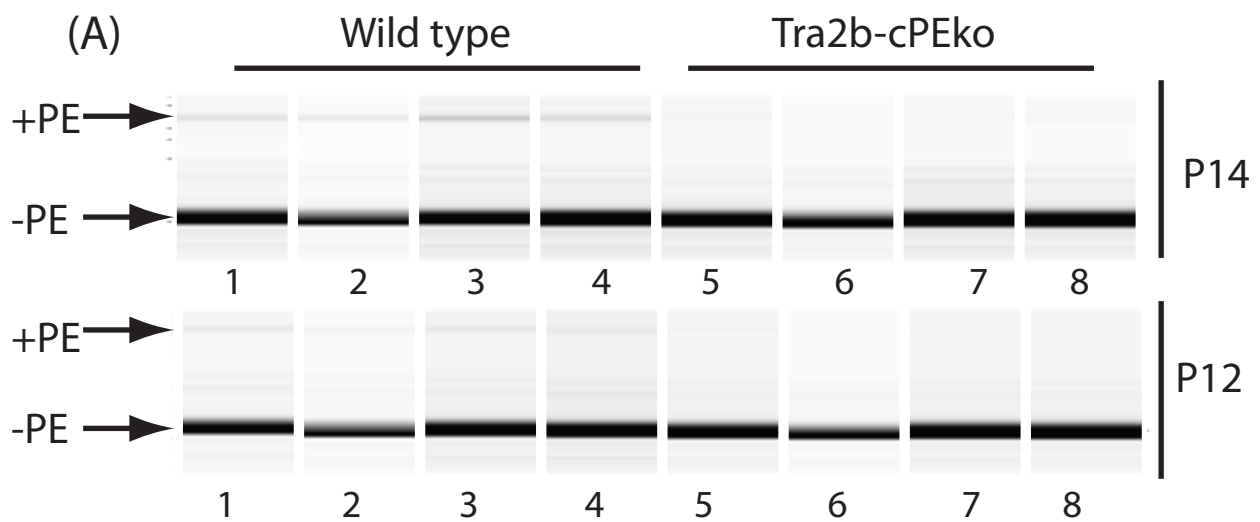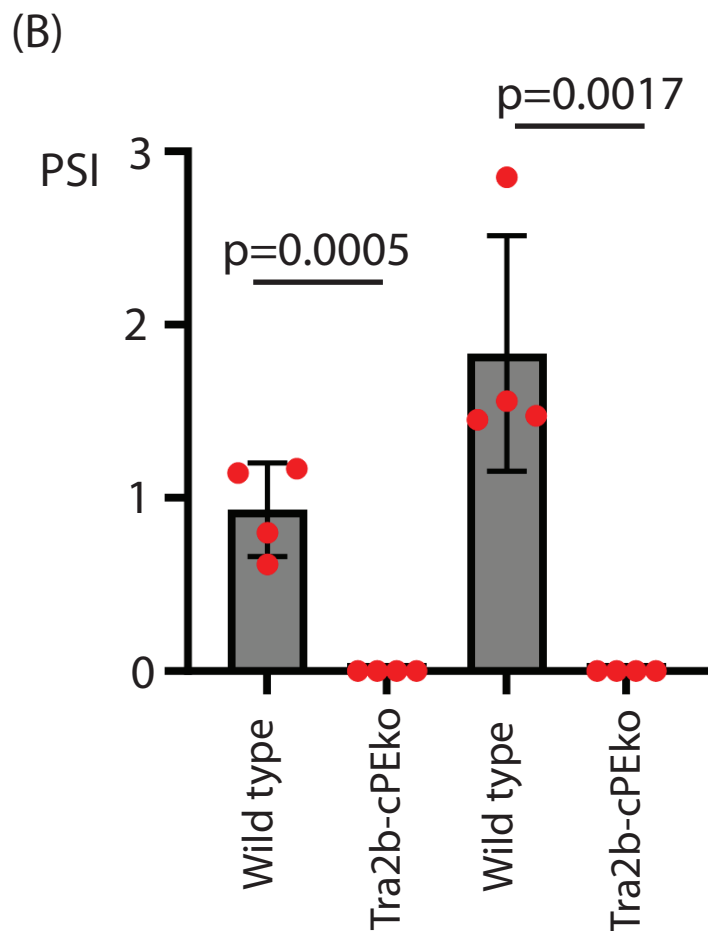

Appendix Figure S5. Inclusion of the Tra2b PE is reduced in Tra2b-cPEko P12 and P14 mouse testes. (A) Capillary gel electrophoresis of RT-PCR reaction products using primers within Tra2b exons 1 and 2 (so detecting Tra2b poison exon inclusion as an additional larger band). Analyses were carried out on  $n=4$  P12 wild type and  $n=4$  Tra2b-cPEko whole testes (using samples used for RNAseq), and  $n=4$  of each genotype from P14 whole testes. (B) Plot showing calculated PSI values from these electrophoretograms analysing RNA from P12 and P14 whole testes (individual samples shown as red dots). Statistical significance between genotypes at P12 and P14 were calculated using T tests.

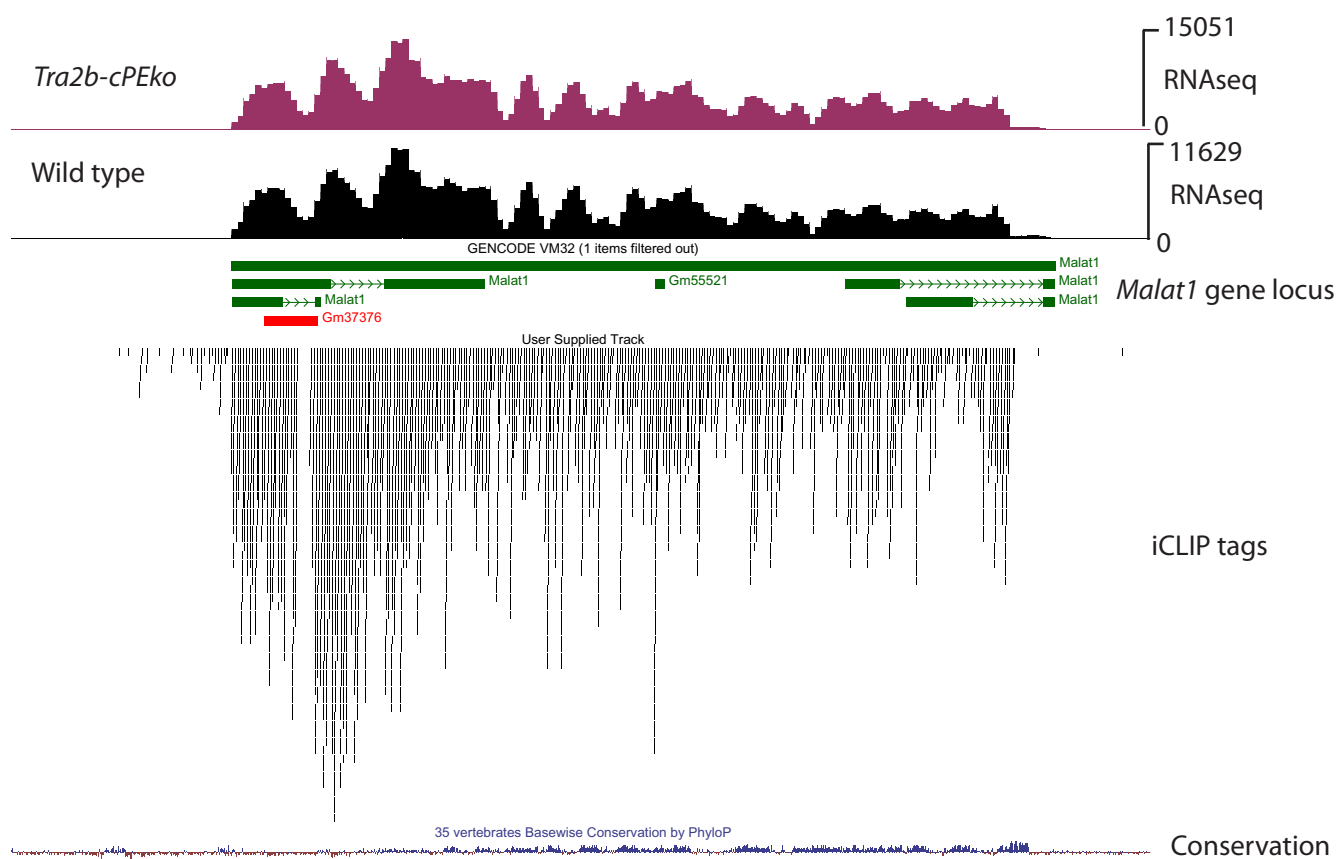

Appendix Figure S6 *Malat1* is strongly bound by Tra2 $\beta$ . UCSC genome browser screenshot showing iCLIP reads aligned to the mouse genome (mm39) at the *Malat1* locus.

# Supplementary material for: An ultra-conserved poison exon in the Tra2b gene encoding a splicing activator is essential for male fertility and meiotic cell division
**Source:** EMBO J. 2025 Jan 2;44(3):877–902. doi: 10.1038/s44318-024-00344-6
**Supplement:** Supplementary file 15 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Generation of mice with germ cell-specific deletion of the *Tra2b* PE.

(A) The *Tra2b* PE was flanked with *LoxP* sites. The blue primers bind only to the WT allele as the forward primer sits in the region that is removed and replaced by the insertion of the 5' *LoxP* site. Thus, they will only amplify a non-floxed or non-recombined allele. The black reverse primer sits on the 3' *LoxP* cassette and the forward in the floxed region so will only amplify floxed animals. Neither primer pair will amplify in cre-recombined animals. (B) Breeding scheme. *Vasa-Cre* was used to excise the *Tra2b* PE. Male *Vasa-Cre* transgenic mice were mated with female *Tra2bPE<sup>fl/fl</sup>* mice to obtain *Tra2bPE<sup>fl/+</sup>;Vasa-cre* mice. We then mated male *Tra2bPE<sup>fl/+</sup>;Vasa-Cre* mice (the floxed allele will be deleted in mature sperm by the *Vasa-Cre* to generate a deletion allele) with female *Tra2bPE<sup>fl/fl</sup>* mice to generate four possible genotypes. Actual mouse numbers born of each genotype are shown, along with actual and expected frequencies. (C) Example of genotyping result by agarose gel electrophoresis. Lane M marker, lanes 1, 2 presence of the *Vasa-Cre* transgene, lanes 3, 4, 5 different *Tra2b* PE alleles as shown in part (A). (D) Litter sizes of *Tra2b-cPEko* females and wild type females, after crossing with wild type male mice. Individual litter sizes from wild type female mice are shown as black dots, and the mean as a horizontal line. No litters were obtained from *Tra2b-cPEko* female mice (red dot). 3 breeding cages of each cross were maintained until each of the wild type cages had produced a litter.

(A) Conditional deletion of *Tra2b* poison exon

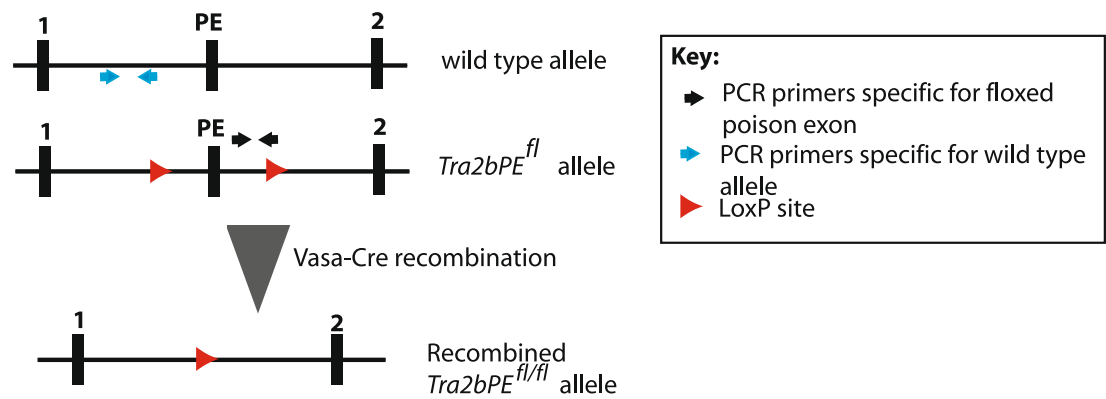

(B) Breeding scheme

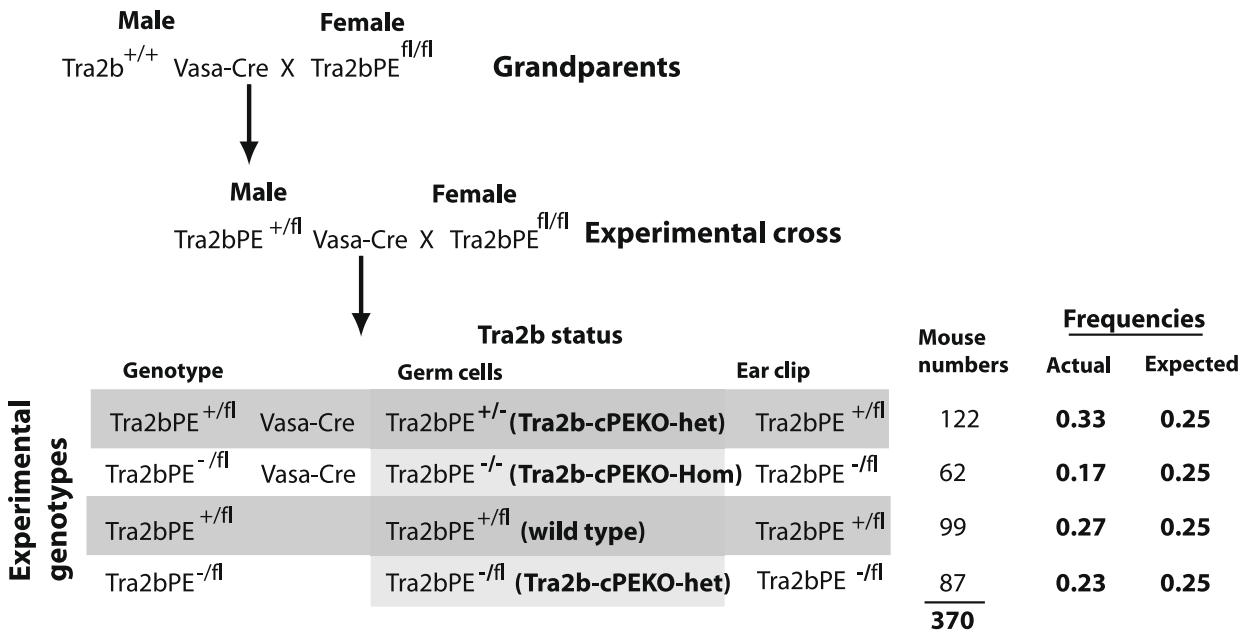

(C) Genotyping analysis (earclip DNA)

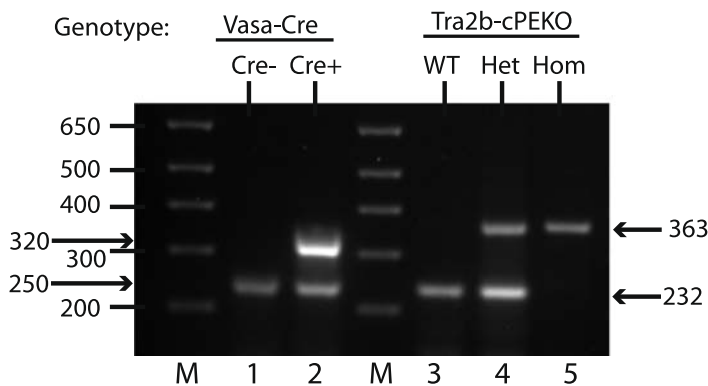

(D) Female fertility

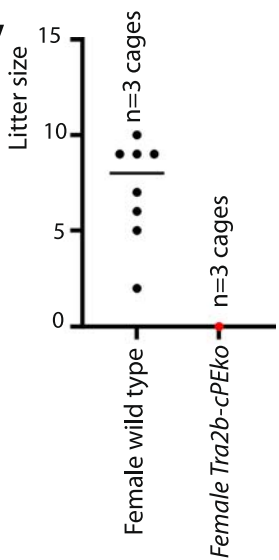

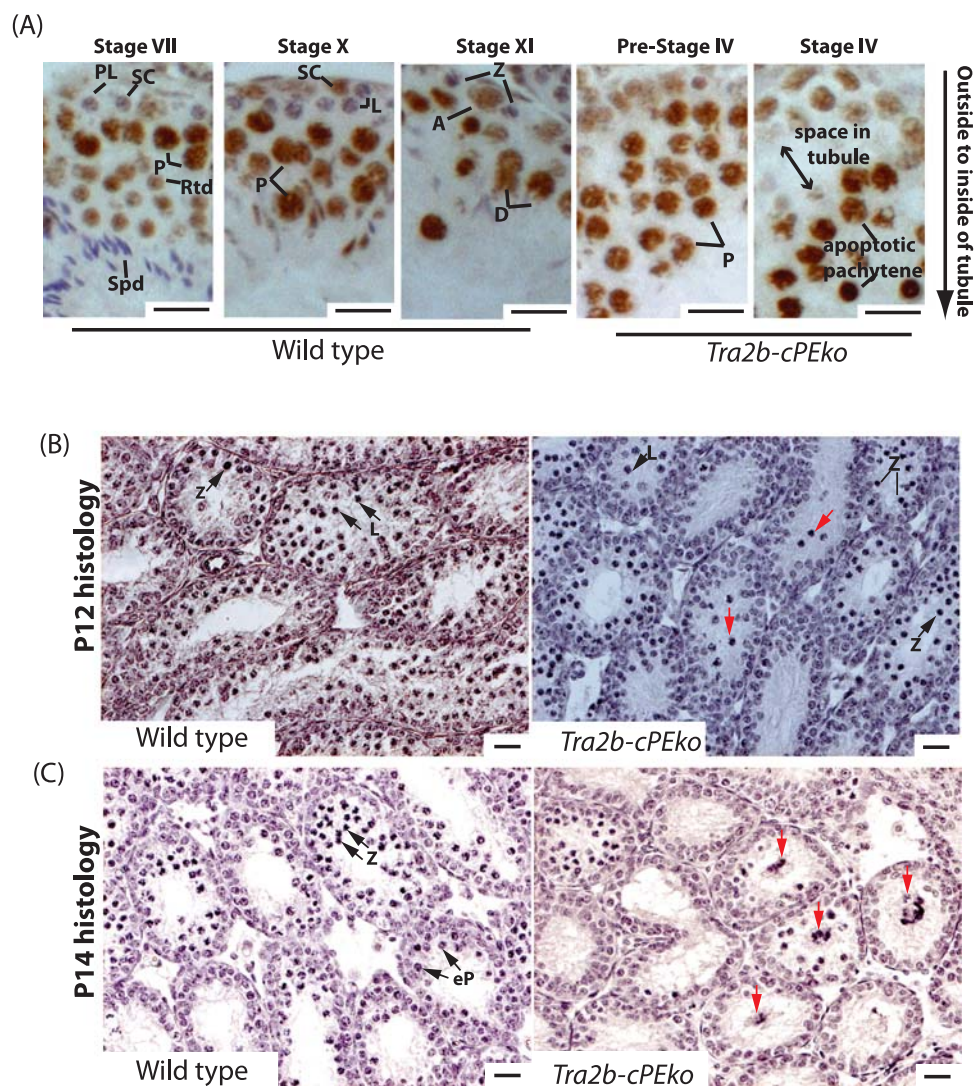

**Figure EV2. Analysis of the effect of *Tra2b* PE deletion at days P12 and P14 of mouse testis development.**

(A) Micrographs showing immunohistochemical detection of Tra2 $\beta$  protein in sections made from wild type and *Tra2b-cPEko* adult mouse testes ( $n = 2$ ). Segments of seminiferous tubules at different stages are shown to enable all the major stages of postnatal mouse spermatogenesis to be visualised. Abbreviations for cell types shown in Fig. 1B, with the addition of SC (Sertoli Cell). Scale bar = 20  $\mu$ m. (B, C) Micrographs of Haematoxylin-stained histological sections of (B) P12 mouse testes and (C) P14 mouse testes of different genotypes. Scale bar = 20  $\mu$ m. Red arrows indicate sloughing germ cells. Scale bars = 20  $\mu$ m. Sample numbers for each time point,  $n = 4$  wild type and  $n = 4$  *Tra2b-cPEko*.

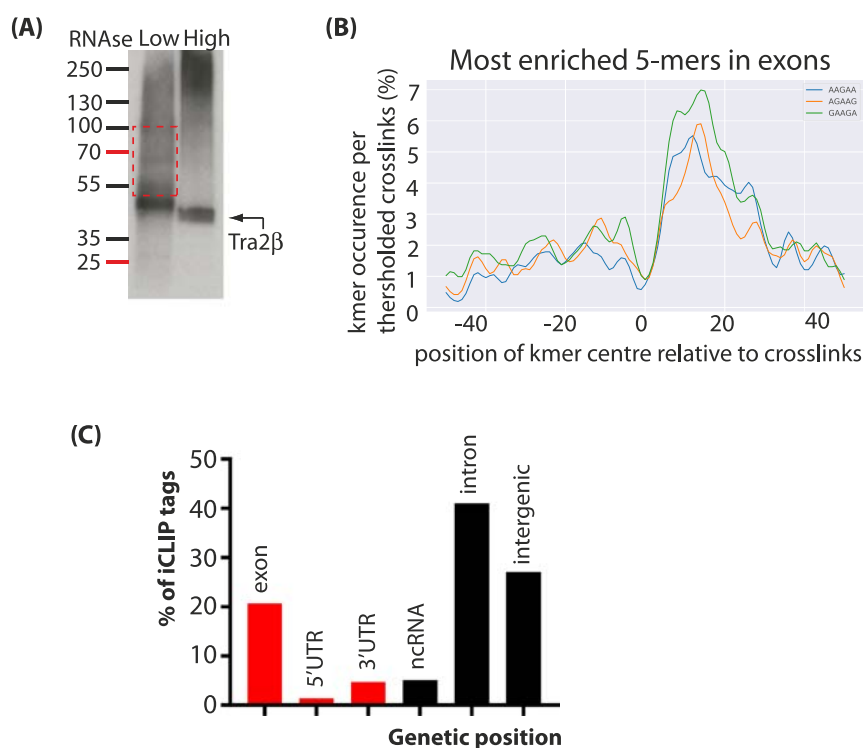

**Figure EV3. iCLIP Identification of endogenous binding sites for Tra2β in the adult mouse testis.**

(A) After cross-linking, endogenous Tra2β protein was immunoprecipitated from wild type mouse testis. Autoradiograph shows <sup>32</sup>P-labelled RNA cross-linked to endogenous Tra2β from adult mouse testis during one of three replicate iCLIP experiments. At high RNase concentrations a single radiolabelled RNA-protein adduct of ~40 kDa was detected (arrowed), corresponding to the approximate molecular weight of uncross-linked endogenous Tra2β protein (37 kDa). Tra2β iCLIP tags were recovered at lower RNase concentrations (region used highlighted in red box) in biological triplicate, and these tags were used to map endogenous Tra2β binding sites across the mouse testis transcriptome. (B) Analysis of most enriched 5-mers detected close to cross-linking sites within exons (data from one iCLIP replicate shown, similar data were obtained in each of three independent iCLIPs using biological replicate testes). The most frequently occurring pentamers within the iCLIP tags were highly enriched in AGAA nucleotide sequences, exactly corresponding to the known Tra2β binding site (Cléry et al, 2011; Tsuda et al, 2011). (C) Genomic distribution of Tra2β binding sites. Average percentage of cross-links from triplicate iCLIP experiments within each genomic region are shown.

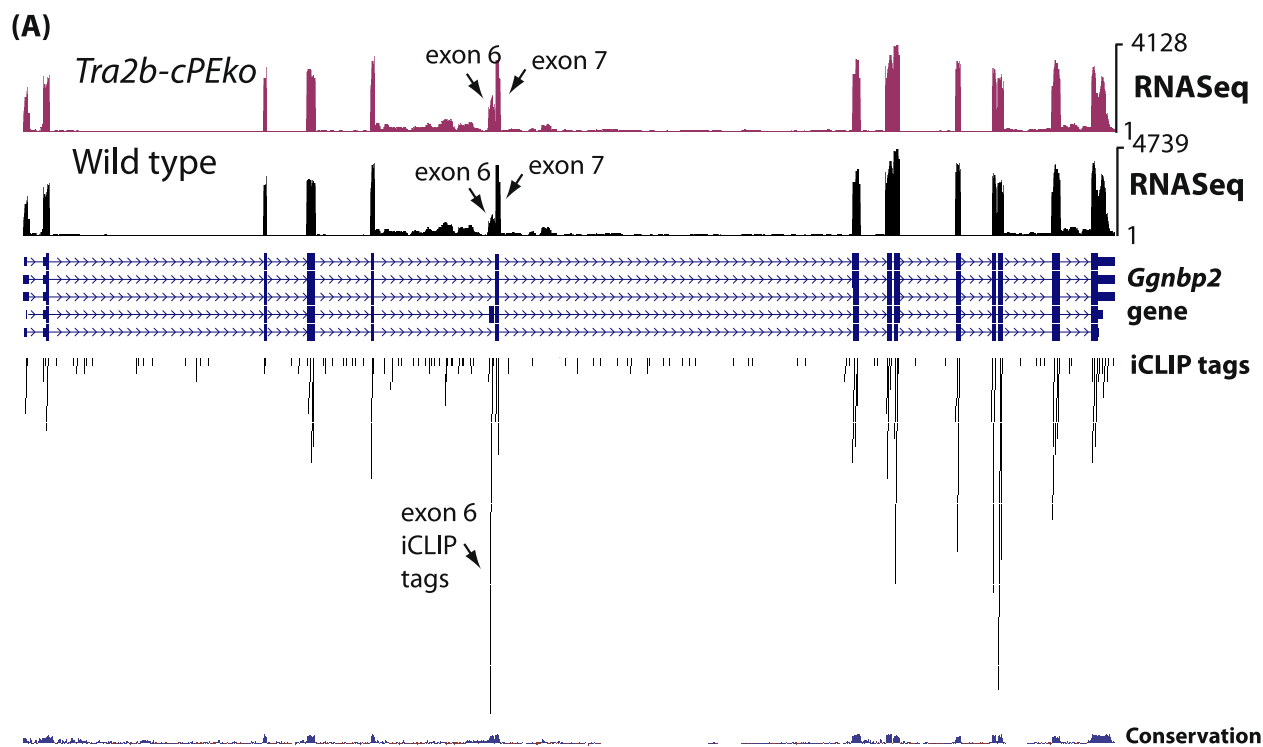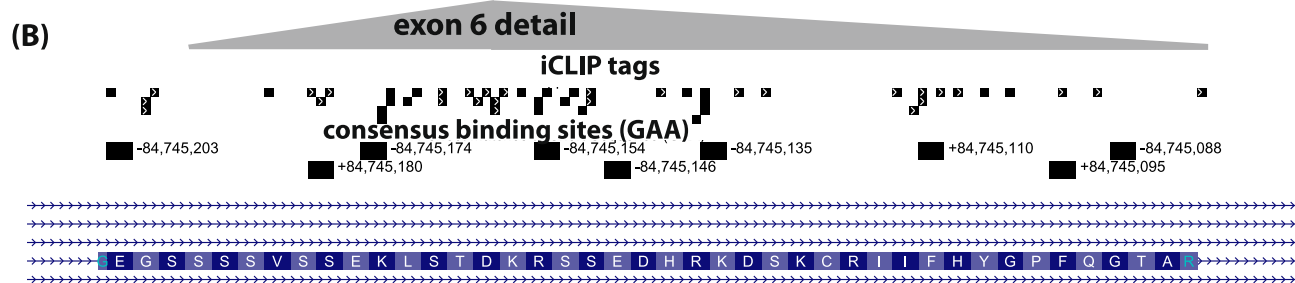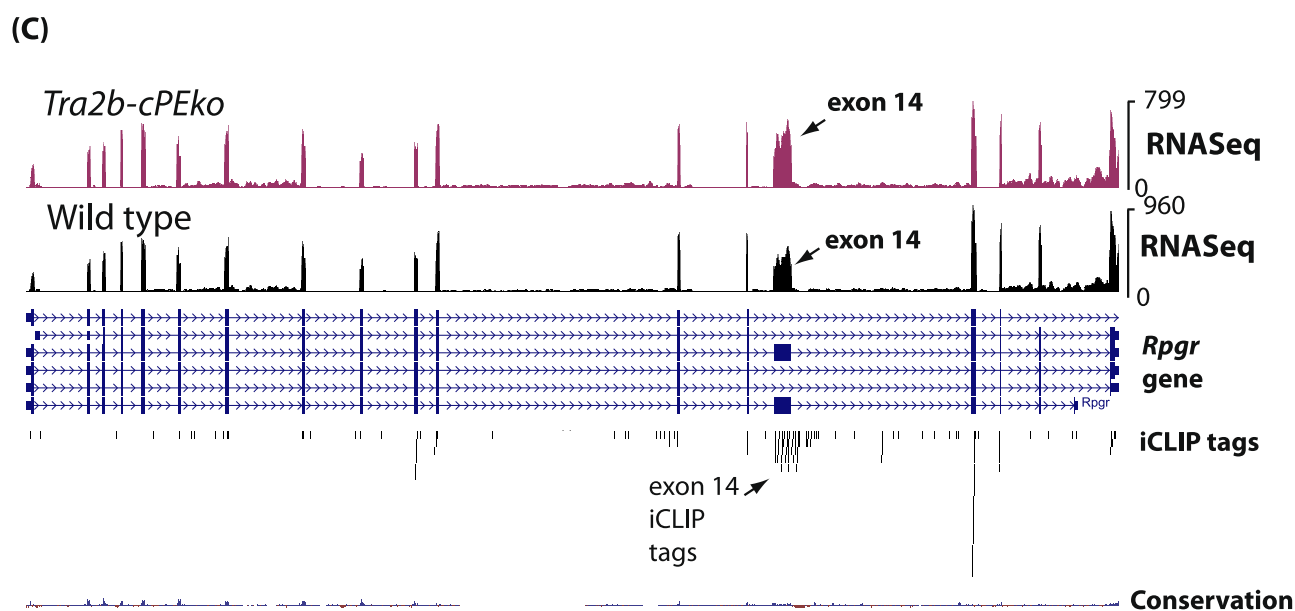

**Figure EV4. Increased inclusion of Tra2 $\beta$  target exons in the *Tra2bcPEko* mouse testes.**

RNAseq reads are merged tracks from testes of 4 P12 mice of different genotypes. Tra2 $\beta$  iCLIP tags are pooled from 3 biological replicate iCLIP experiments using adult wild type mice. (A) UCSC mouse genome (mm39) browser screenshot of the *Ggnbp2* gene locus. This screenshot contains the fully expanded iCLIP track, showing an accumulation of iCLIP tags mapping to exon 6. Increased inclusion of *Ggnbp2* exon 6 is detected in *Tra2b-cPEko* mouse testes compared to wild type. (B) Detail of exon 6, indicating the positions of experimentally mapped iCLIP tags, and consensus Tra2 $\beta$  protein-RNA binding sites (GAA-containing) sequences. (C) UCSC genome browser screenshot showing RNAseq and iCLIP reads aligned to the mouse genome (mm39) at the *Rpgr* locus. Increased inclusion of *Rpgr* exon 14 was detected within the *Tra2b-cPEko* testes compared to wild type.

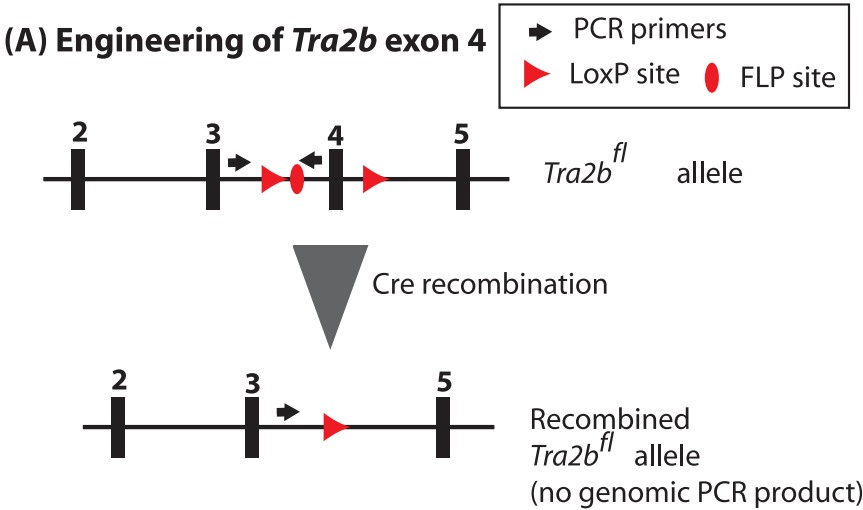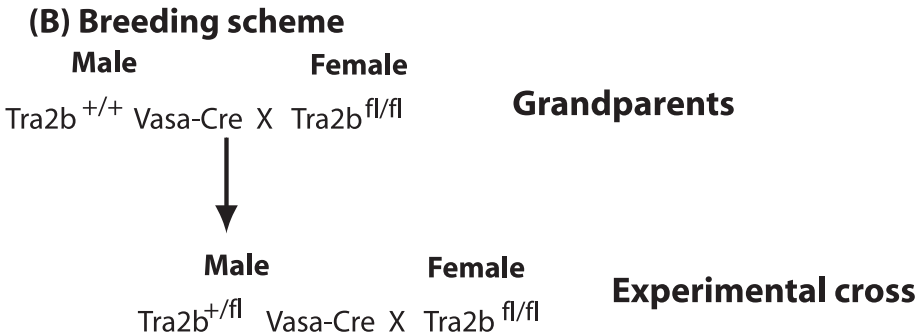

| Experimental genotypes |                       |          | Tra2b status                          |                       | Mouse numbers | Frequencies |          |
|------------------------|-----------------------|----------|---------------------------------------|-----------------------|---------------|-------------|----------|
|                        | Genotype              |          | Germ cells                            | Ear clip              |               | Actual      | Expected |
|                        | Tra2b <sup>+/fl</sup> | Vasa-Cre | Tra2b <sup>+/-</sup> (Tra2b-cKO het)  | Tra2b <sup>+/fl</sup> | 195           | 0.28        | 0.25     |
|                        | Tra2b <sup>-/fl</sup> | Vasa-Cre | Tra2b <sup>-/-</sup> (Tra2b-cKO Hom)  | Tra2b <sup>-/fl</sup> | 128           | 0.18        | 0.25     |
|                        | Tra2b <sup>+/fl</sup> |          | Tra2b <sup>+/fl</sup> (wild type)     | Tra2b <sup>+/fl</sup> | 214           | 0.30        | 0.25     |
|                        | Tra2b <sup>-/fl</sup> |          | Tra2b <sup>-/fl</sup> (Tra2b-cKO het) | Tra2b <sup>-/fl</sup> | 167           | 0.24        | 0.25     |
|                        |                       |          |                                       |                       | 704           |             |          |

**(C) Genotyping analysis (earclip DNA)**

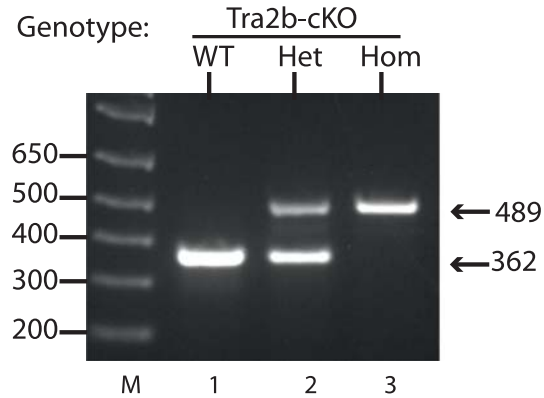

**(D) Female fertility**

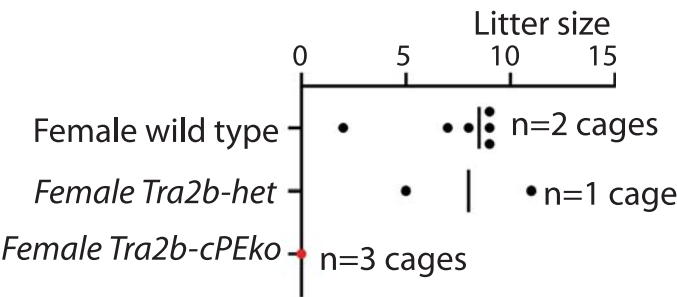

◀ **Figure EV5. Generation of mice with germ cell-specific deletion of *Tra2b* exon 4.**

(A) An existing conditional *Tra2b<sup>fl</sup>* allele in which *Tra2b* exon 4 was flanked with LoxP sites was used to inactivate *Tra2b* gene function. (B) Experimental crosses. Male *Vasa-Cre* transgenic mice were mated with female *Tra2b<sup>fl/fl</sup>* mice to obtain *Tra2b<sup>fl/+</sup>;Vasa-cre* mice. We then mated male *Tra2b<sup>fl/+</sup>;Vasa-Cre* mice (the floxed allele will be deleted in mature sperm by the *Vasa-Cre* to generate a *Tra2b* knockout allele) with female *Tra2b<sup>fl/fl</sup>* mice to generate four possible genotypes. Actual mouse numbers born of each genotype are shown, along with actual and expected frequencies. (C) Example of agarose gel electrophoresis genotyping result. Lane M marker, lanes 1, 2, 3 distinguish the different *Tra2b* alleles shown in part (A). (D) Litter sizes of *Tra2b-cko* females, *Tra2b-het* and wild type females, after crossing with wild type male mice. Individual litter sizes from wild type female mice are shown as black dots, and the mean as a horizontal line. No litters were obtained from *Tra2b-cko* female mice (red dot). Breeding cages of each cross were maintained until each of the wild type cages had produced a litter.

How the deposited data were processed for this re-analysis (not part of the article)

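The data are RNAseq of whole testes from 4 wild type and 4 *Tra2b-cPEko* mice collected at 12 days of age (P12), with replicate letters A to D in each genotype. The paper's methods state that the mice were independent, and that the exact age of 12-day-old testes could bring some variation in cell types. The labels and the paper name no batch or litter.

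The authors deposited raw counts, 1 table per mouse, with 40840 genes by symbol and 5 summary lines that give the reads outside genes, the ambiguous reads, the reads of low quality, those not aligned and those not aligned uniquely. The methods describe HISAT2 alignment to GRCm39 with NCBI annotation, Salmon quantification and DESeq2. The summary lines are of the form that htseq-count writes and Salmon does not, so the tables look like counts of uniquely aligned reads per gene. The libraries were made with a stranded mRNA kit, but the strand setting of the counting is not stated, so overlapping genes on opposite strands and near-identical copies are named as limits. The summary lines were left out of all tests.

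Totals on genes were between 41998195 and 59101569 in wild type and between 36757386 and 49992767 in *Tra2b-cPEko* mice. Reads on genes made up between 66.4% and 69.0% of all reads in the tables. Pairs of libraries of the same genotype differed by 6.24 to 19.1 times counting noise (chi-square per degree of freedom), so none is a copy of another.

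Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr (least count 10, least total 15), TMM factors, robust dispersions, glmQLFit with robust estimation, and the quasi-likelihood F-test with genotype as the only term. Genes with a Benjamini-Hochberg adjusted p under 0.05 over the 19104 genes tested are called. Each named gene also has a two-sided exact permutation test on log2 CPM with 70 arrangements of the 8 mice, whose smallest p is 0.0286. DESeq2 1.42.0 with default settings, which the paper used, was run as an alternative, as were RLE and upper-quartile factors, no low-count filter, a mean count of at least 50, limma-voom (limma 3.58.1), no robust estimation, the replicate letter as a block, thresholds of 0.1 and 0.01, and fits without each mouse. These tests and alternatives were chosen before the data were examined, and the paper's table of 503 genes had been read by then. A fit with the mean of the pachytene list as a covariate, and DESeq2 fits without each mouse, were added after the data were seen.

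The genes named are *Tra2b*, *Tra2a*, *Ptbp2*, *Malat1* and other genes the paper names (38 in all), the 10 genes with the smallest adjusted p, and the 5 higher and 5 lower called genes with the largest fold change among those without overlap and with a mean of at least 1 CPM. These are 54 genes. Adjusted over the list alone, 20 of the 38 genes had an adjusted p under 0.05, against 2 over all genes, and DESeq2 called 18.

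Sets of genes were tested with limma's camera on log2 CPM (prior count 2): undifferentiated spermatogonia, differentiating spermatogonia, leptotene and zygotene spermatocytes, pachytene spermatocytes, Sertoli cells, Leydig cells, peritubular and interstitial stromal cells, endothelial cells, macrophages, SR protein genes, nonsense-mediated decay factors, the 12 meiosis genes of the paper's appendix table, and the genes of 21 chromosomes. Of the 33 lists, 7 had an adjusted p under 0.05. Lists of epididymal epithelium, adipocytes, red blood cells, neutrophil precursors and nuclear noncoding RNAs were written after the data were seen. Positions come from GENCODE vM39 on GRCm39, matched by name for 32251 genes and through a synonym for 144. Biotypes come from a RefSeq gene table of GRCm38.p6, which holds 39350 of the genes. Copies of the named genes were searched with BLAST+ 2.17.0 among GENCODE transcripts at 95% identity over at least 50% of a transcript, and 15 of the 54 genes have one. Of the 54, 48 have a transcript in GENCODE and 32 overlap another gene.

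The methods were tested on counts simulated from the means and library sizes of these mice with 200 genes changed. Dispersions followed the fitted trend alone, so the simulated genes lacked the differences in dispersion that single real genes may have. With a log2 fold change of 1 in size, edgeR found 86.1% of the changed genes that it tested, and 4.57% of its calls were unchanged genes. DESeq2 found 79%, with 10.7% of its calls unchanged. Scripts ran in Python 3.11.15 with matplotlib 3.10.9.

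Counts per gene do not show splicing, which the paper read from the alignments of the same libraries, and iCLIP, RT-qPCR and histology rest on other data. None of these was analysed here. Results for 2 single genes are not reported here. The paper's sheet of splicing changes holds 156 entries, where the paper gives 157 genes, so the tests of overall expression that had been chosen for those genes, which were run once, are not reported.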

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

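The tests on epididymal tissue, on reads counted differently and on sequencing depth were chosen only after the results were seen, as were their cutoffs. The test on noncoding and long transcripts was chosen beforehand, but the measure that decides it was picked after the values had been seen.

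In 156 groups of 4 libraries, 10 had a library far from the others by Dixon's ratio, past its 95% critical value, where chance gives 7.8. Of these, 7 are of named genes, in CPM *Nxf2* in *Tra2b-cPEko* replicate B (122), *Actb* in *Tra2b-cPEko* A (1257), *Hprt* in wild type A (75.0) and in *Tra2b-cPEko* C (68.5), *Rpgr* in wild type A (34.2), *Nasp* in *Tra2b-cPEko* B (375) and *Cfap47* in *Tra2b-cPEko* D (13.1). The other 3 are shares of reads, 13.2% outside genes in *Tra2b-cPEko* A, 2.56% of low quality in wild type D and 1.48% not aligned in *Tra2b-cPEko* D. With the number so near to chance, no explanation was tested for the single values.

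*Tra2b-cPEko* replicate C held 139 genes at least 5-fold above every other library, against at most 8 in any other. A list of 22 genes of epididymal epithelium summed to 388 CPM in this library and to at most 2.66 CPM in another, a ratio of 145.5. The most abundant were *Crisp1* with 107.1 CPM, *Spink8* with 103.0 CPM and *Serpina1f* with 42.9 CPM. Of the list, 17 genes were higher in this library than in every other, and 13 were among the 139. No gene of the list reached 1 CPM in another library. The list was written after some of these genes had been seen. The share of ambiguous and not uniquely aligned reads, 15.7%, lay within the range of the other libraries (15.1% to 16.0%), but the listed genes hold too few reads to move it, so it does not decide whether reads were counted differently. Epididymal tissue in this sample is a candidate explanation. None of the 139 genes was called by edgeR or DESeq2. The sum of 9 adipocyte genes was also highest in this library, at 102 CPM against at most 65.6 CPM elsewhere. Of these genes, *Lpl* (50.3 CPM) and *Plin1* (8.63 CPM) were not highest there. Without *Tra2b-cPEko* replicate C, edgeR called 9 genes and DESeq2 110, against 30 and 507 with it. A biological difference of this mouse was not tested.

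The share of reads outside annotated genes was between 12.4% and 12.8% in wild type and between 13.2% and 13.6% in *Tra2b-cPEko* libraries, a difference of 0.836 percentage points (two-sided exact permutation test, p = 0.0286, adjusted over 10 measures 0.143). The lowest share among *Tra2b-cPEko* libraries deeper than a wild type library was 13.2%, so a difference in depth does not account for it. Among uncalled genes, the change of lncRNA genes against protein-coding genes was 0.08 on the log2 scale (0.0777, exact p = 0.0286, adjusted 0.143), with no overlap between the genotypes. A trend with transcript length was not separated from chance (exact permutation p = 0.371). A difference in RNA integrity or in nuclear RNA between the groups may thus contribute to both, and an effect of the genotype itself on such RNA stays open and was not tested. No batch is named, so a batch that follows the genotype stays open too.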

How the results depend on the processing

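The fit with the pachytene list as a covariate and the DESeq2 fits without each mouse were added after seeing the data.

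The number of called genes depended most on the test. Against 30 genes (25 higher, 5 lower), DESeq2 called 507 (301 and 206), upper-quartile factors gave 58 (53 and 5), no low-count filter 123 (90 and 33), a mean count of at least 50 gave 14 (11 and 3), limma-voom 11 (10 and 1), no robust estimation 12 (10 and 2), and the added covariate 98 (81 and 17). RLE factors gave 30. The share higher was 83.3%, 91.4% with upper-quartile factors and 59.4% with DESeq2. Thresholds of 0.1 and 0.01 gave 156 and 3 genes. Without single mice the count lay between 3 and 84, with 2 to 63 higher and 1 to 32 lower. It was 9, 9, 84 and 22 without wild type replicates A, B, C and D, and 10, 76, 9 and 3 without *Tra2b-cPEko* replicates A, B, C and D. With DESeq2 these fits gave between 110 and 1025 genes, namely 214, 213, 1025 and 434, and 235, 540, 110 and 226 in the same order. Fits on 7 mice test with fewer samples, but why some give more genes was not tested.

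Of the paper's 503 genes, 30 were called, 498 with DESeq2, 122 without the low-count filter, 61 with the covariate, and between 3 and 71 without single mice. No gene of the table that had a fold change went the other way in any of these fits.

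*Tra2b*, with a log2 fold change of 0.27, passed the threshold with DESeq2 (0.27), upper-quartile factors (0.29) and no low-count filter (0.26), and without wild type replicate D (0.30) or *Tra2b-cPEko* replicate B (0.29). Over the fits without single mice it lay between 0.24 and 0.30, and its adjusted p over all settings between 1.95e-04 and 0.162. *Ptbp2*, at -0.37, passed with DESeq2 (-0.37) and no low-count filter (-0.38) and without wild type replicate C (-0.43), with a leave-one-out range of -0.43 to -0.31 and adjusted p between 3.32e-04 and 0.180 over all settings. With the covariate the log2 fold change of *Ptbp2* was smaller in size, -0.26 (adjusted p = 0.0524). *Malat1*, at 0.52, fell short of the threshold with a mean count of at least 50 (0.53), limma-voom (0.51), no robust estimation (0.52) and the covariate (0.46), and without wild type replicates A, B and D or *Tra2b-cPEko* replicates A, B and D (range 0.44 to 0.57 over 8 fits). *Tra2a* was called in all 17 settings. Apart from the number of samples, genes tested or test used, the cause was not tested.

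Of 54 named genes, 48 kept their sign in all settings. The other 6, none called in any setting, changed sign. With upper-quartile factors these were *Actb* (0.0144), *Rad18* (0.0173) and *Cep126* (0.0171), with a mean count of at least 50 *Rad18* (0.0014) and *Cep126* (0.000978), with limma-voom *Cep126* (0.0152), and with the covariate *Rad18* (0.0407), *Cep126* (0.17) and *Phf7* (0.21). Without single mice the log2 fold changes lay between -0.0493 and 0.0114 for *Actb*, -0.0148 and 0.0609 for *Gapdh*, -0.00715 and 0.0300 for *Ggnbp2*, -0.0365 and 0.0221 for *Rad18*, -0.105 and 0.0806 for *Cep126*, and -0.193 and 0.0338 for *Phf7*. The cause was not tested.

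The 12 tabulated meiosis genes were lower in all settings. As a list their median of -0.33 no longer passed the threshold under fry (-0.33, adjusted p = 0.0816) or with an estimated correlation (-0.33, adjusted p = 0.363). The other lists that passed also failed under both. With each mouse left out, the 12 genes, the differentiating spermatogonia and the macrophages passed in 8 of 8 fits, the leptotene and zygotene spermatocytes in 7, and the pachytene, stromal and chromosome Y lists in 5. Undifferentiated spermatogonia had a median of 0.0178 without wild type replicate D and -0.129 to 0.0178 over the fits without single mice. With the covariate, pachytene spermatocytes had a median of 0.0169, which follows from a covariate built on the pachytene list. Leptotene and zygotene spermatocytes had a median of 0.0132, and the cause of this shift was not tested. Undifferentiated spermatogonia had a median of -0.22 (adjusted p = 0.00408), past the threshold. The SR protein genes passed it only without wild type replicate C (-0.10, adjusted p = 0.0340).

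The groups share replicate letters, but mice with the same letter did not deviate together (correlations between -0.14 and 0.12, against -0.10 to 0.15 between letters). With the replicate letter as a block, 67 genes were called (52 higher, 15 lower), 62 of them among the paper's 503, and the log2 fold changes were 0.27 for *Tra2b* and -0.37 for *Ptbp2*, both past the threshold (adjusted p = 0.0452), 0.52 for *Malat1* (adjusted p = 0.0829), and 0.0115 for *Cep126*, which changed sign. Of the 12 tabulated meiosis genes, 3 were called.

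In simulated counts at these depths and 4 mice per group, with dispersions from the trend alone, edgeR found 64 of 200 genes changed by 0.3 on the log2 scale. DESeq2 found 81 and limma-voom 62. The tests chosen for genes with splicing changes were run once and are not reported, since the sheet holds 156 entries and the paper gives 157.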

Differences from the paper's values

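The paper reports 503 differentially expressed genes and the edgeR test gave 30. The paper's counts of higher and lower genes are 300 and 203, and the edgeR counts were 25 and 5. The adjusted p of *Tra2b* is 0.00021 in the paper and 0.0552 here, that of *Tra2a* 2.41e-23 in the paper and 0.00231 here, and that of *Ptbp2* 0.000332 in the paper and 0.0601 here.

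For the tabulated meiosis genes, the paper's adjusted p is 0.025286 for *Stag3*, 0.03862 for *Mael*, 0.036064 for *Nxf2*, 0.038749 for *Slc25a31* and 0.005598 for *Cpeb1*, and the values here were 0.159, 0.140, 0.136, 0.140 and 0.140. It is 0.044508 for *Orc4*, 0.005915 for *Mei1*, 0.0453 for *Majin*, 0.020604 for *Mnd1*, 0.009311 for *Figla* and 0.045405 for *Pth2* in the paper, and 0.157, 0.101, 0.201, 0.114, 0.0892 and 0.123 here.

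Of the alternatives set before the data were examined, DESeq2 with default settings, the method the paper states, closed all 17 of these differences, that is, gave a value within 1.5 times the paper's. It gave 507 genes (301 higher, 206 lower), of which 498 are in the paper's table, and adjusted p of 1.95e-04 for *Tra2b*, 2.68e-23 for *Tra2a* and 3.32e-04 for *Ptbp2*. The fit without wild type replicate C brought 4 within 1.5 times, the adjusted p of *Mael* (0.0386), *Slc25a31* (0.0558), *Majin* (0.0544) and *Pth2* (0.0511), of which only that of *Mael* is under 0.05. RLE and upper-quartile factors, no low-count filter, a mean count of at least 50, limma-voom, no robust estimation, the replicate block and the fits without the other 7 mice closed none. The 12 log2 fold changes of the paper compared here did not differ from those of the edgeR fit by more than their standard errors, and the largest distance was 0.00316.

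Single genes of the paper's table were also called in other fits. *Tra2b* was called with upper-quartile factors, without the low-count filter, with the replicate block, and without wild type replicate D or *Tra2b-cPEko* replicate B, and *Ptbp2* without the low-count filter, with the block and without wild type replicate C. Of the 12 meiosis genes, 1 was called without the low-count filter, 3 with the block, and 2 each without wild type replicate C and without *Tra2b-cPEko* replicate B. Of the 503 genes, 122 were called without the low-count filter, 62 with the block, 71 without wild type replicate C, 69 without *Tra2b-cPEko* replicate B and 61 with the pachytene covariate, which was chosen after seeing the values and left 442 of them uncalled.

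The paper describes the numbers of higher and lower genes as similar. The edgeR calls were 25 higher and 5 lower, while DESeq2 gave 301 and 206.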

Other observations

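The split counts for DESeq2 and for gene lists, and the tests on the stage of the first wave, on red blood cells and on nuclear RNA were chosen only after the results were seen, as were the cutoffs of their verdicts and the deciding measures of the tests on germ cell share and on chromosomes.

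The 8 mice can be split into 4 and 4 in 35 ways. Only 1 of the 35, the real split, gave as many as 30 edgeR calls, and the other 34 gave 0 or 1. With DESeq2 the real split was again the only 1 of 35 to reach 507 genes, and the others gave up to 169 with a median of 1.5, with at least 1 call in 21 of 34. First place among 35 splits is the strongest result that this count can give, and chance alone gives it in 1 of 35 cases. It argues against chance for both counts but does not exclude it. For the list of 12 tabulated meiosis genes, 1 of 35 splits gave a camera p as small, but the study chose these genes on these mice, so the count does not decide. By the same count of camera p, chance cannot be excluded for the lists of differentiating spermatogonia (2 of 35), leptotene and zygotene spermatocytes (15 of 35), pachytene spermatocytes (13 of 35), stromal cells (10 of 35), macrophages (4 of 35) or chromosome Y (6 of 35). The list means of differentiating spermatogonia and of macrophages did not overlap between the genotypes (two-sided exact permutation test, p = 0.0286 for each, not adjusted over the lists), so these 2 measures disagree for them. Chromosome Y, with 8 genes, had a median log2 fold change of 0.09 (adjusted p of 0.0230 from limma's camera) and overlapping groups. Its adjusted p was 0.147 without wild type replicate B, 0.100 without wild type D and 0.0502 without *Tra2b-cPEko* A. No other chromosome had an adjusted p under 0.05.

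A lower share of germ cells would raise the lists of all somatic cell types alike. The macrophage list rose by 0.27 on the log2 scale and the Sertoli list changed by -0.03, a difference of 0.31 (0.306, two-sided exact permutation test, p = 0.0286), which argues against a lower germ cell share as the whole cause. A change in the macrophages themselves stays open.

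The paper notes that exact age could vary among these mice. With the mean of the pachytene list as a covariate, edgeR called 98 genes, and 24 of the 30 genes stayed called, which argues against the stage of the first wave, as far as this list measures it, as the whole cause for these 24. For the 6 genes no longer called, *Malat1* among them (adjusted p = 0.0886), it stays open. It stays open for the 12 tabulated meiosis genes too. Their camera test kept an adjusted p of 1.01e-06 with the covariate, but the study chose them on these mice, their median log2 fold change went from -0.33 to -0.21, 11 of the 12 changed less, and edgeR's adjusted p of the single genes lay between 0.111 and 0.396.

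Passenger DNA near the *Vasa-Cre* transgene or the edited allele would crowd called genes into a part of a chromosome. Of the 30 edgeR calls, 19 have a position, too few for the test. Of the DESeq2 calls 436 have one, and the window of 10 Mb with the most calls, on chromosome 11, held 13, where random draws gave a median of 11 (permutation p = 0.156 from 10000 draws of the called labels). No chromosome had an excess with an adjusted Fisher p under 0.05. A small number of passenger genes cannot be told apart from the other calls, since the position of the transgene is not in the tables.

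*Tra2b-cPEko* replicate A alone held 8 genes at least 5-fold above the other libraries, among them *Mpo* (5.33 CPM, at most 0.0904 CPM elsewhere), *Elane* and *Ctsg*. Haemoglobin genes summed to 46.4 CPM there, below wild type replicates A (92.7) and B (130.5) and *Tra2b-cPEko* B (78.2), which argues against red blood cells as the source. A list of 10 genes of neutrophil precursors summed to 9.62 CPM in this library and at most 5.28 CPM in another, and was written after *Mpo* had been seen. No other explanation was tested.

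*Malat1* stays in the nucleus, so a larger share of nuclear RNA in the *Tra2b-cPEko* samples may raise it. The mean of 12 other nuclear noncoding RNAs changed by 0.04 on the log2 scale (0.0361, two-sided exact permutation test, p = 0.543) while their median was -0.02, and 5 of the 12 were higher. None of the 12 rose as much as *Malat1* (0.52). *Xist*, whose values had been seen when the list was written, had the largest increase of the 12, 0.38. The lncRNA gene *Kcnq1ot1*, which is not on the list, rose by 0.39 (adjusted p = 0.0225 from edgeR's quasi-likelihood test). Members went both ways and the list was chosen after the data were seen. It thus cannot decide how far a larger share of nuclear RNA contributes to the *Malat1* increase. Of edgeR's calls, 11 were lncRNA genes, all higher, among 2658 tested, and 15 were protein-coding genes among 15655 (Fisher's exact test, p = 5.51e-04). DESeq2 called 75 of 2245 lncRNA genes (64 higher, 11 lower) and 408 of 15250 protein-coding genes, rates not separated by Fisher's exact test (p = 0.0841).

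SR protein genes other than *Tra2a* and *Tra2b* had a median log2 fold change of -0.06 (adjusted p of 0.173 from limma's camera). Without wild type replicate C it was -0.10 (adjusted p = 0.0340), and over all alternatives the adjusted p lay between 0.0340 and 0.862. None of the 11 was called by edgeR or DESeq2, and 2 (*Srsf3* and *Srsf7*) had an unadjusted edgeR p under 0.05. Of the reference genes of the paper's RT-qPCR, *Actb* changed by -0.0042, *Gapdh* by 0.02 and *Hprt* by -0.10 (adjusted p = 0.317 or more), but *Actb* changed sign with upper-quartile factors (0.0144) and without wild type replicate B (0.0102) or C (0.00103) or *Tra2b-cPEko* B (0.00956), C (0.00434) or D (0.0114), and *Gapdh* without wild type replicate A (-0.0148) or D (-0.00317) or *Tra2b-cPEko* A (-0.0147). *Rpgr*, *Map7d2*, *Nasp*, *Rad18*, *Cep126*, *Phf7*, *Ggnbp2* and *Slc4a1ap*, in which the paper reports splicing changes, had adjusted p of 0.388 or more.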
